# A small molecule esculetin accelerates postprandial lipid clearance involving activation of C/EBPβ and CD36-mediated phagocytosis by adipose tissue macrophages

**DOI:** 10.7150/thno.110207

**Published:** 2025-04-28

**Authors:** Gang Wang, Zhaokai Li, Wei Ni, Heng Ye, Yang Liu, Linjian Chen, Lin Wang, Changjiang Liu, Jingyu Chen, Xuchao Wang, Xue Ding, Longshan Zhao, Xiaofeng Ge, Yan Wang, Yuanchao Ye, Toshihiko Kiwa, Linghe Zang, Jin Wang, Cuilian Dai, Binbin Liu

**Keywords:** adipose tissue macrophage, CD36, C/EBPβ, esculetin, high-density lipoprotein

## Abstract

**Rationale**: Adipose tissue buffers dietary lipids to maintain postprandial lipid homeostasis. Adipose tissue macrophages (ATMs) mediate the phagocytosis of postprandial lipids from the exogenous diet, generating high-density lipoprotein (HDL) particles that facilitate lipid circulation and excretion. However, the underlying mechanisms remain poorly understood. This study investigates the effects of esculetin, a coumarin compound, on postprandial cholesterol circulation and excretion following a high-fat meal.

**Methods**: Mice were fed a lipid-rich meal for three days to assess the effects of esculetin on postprandial lipid circulation, using serum lipid profiling and metabolomics analysis. Epididymal white adipose tissue (eWAT) removal and flow cytometry were performed to analyze ATMs and confirm their role in mediating esculetin's effects on postprandial lipemia. Epigenetic profiling, transcriptome analysis, chromatin immunoprecipitation, and Terahertz chemical microscopy were employed to elucidate the molecular targets and mechanisms of esculetin.

**Results**: Esculetin significantly elevates postprandial HDL cholesterol levels to values comparable to pitavastatin and modifies serum metabolites involved in bile-mediated cholesterol excretion, leading to increased bile acid concentrations in the bile. This effect is mediated by an increased ratio and phagocytic activity of a subset of ATMs expressing the scavenger receptor CD36, as eWAT removal and CD36 blockade inhibit this response. Furthermore, esculetin enhances the uptake of oxidized LDL via CD36, as demonstrated in cultured macrophages, and induces epigenetic changes controlled by the key transcription factor C/EBPβ, accompanied by increased C/EBPβ binding to the *Cd36* promoter. A direct interaction between esculetin and C/EBPβ was observed using Terahertz chemical microscopy. Additionally, the activation of C/EBPβ by esculetin in ATMs was confirmed *in vivo*.

**Conclusion**: Esculetin accelerates postprandial lipid circulation by binding to C/EBPβ and enhancing CD36-dependent phagocytosis in ATMs.

## Introduction

After the consumption of a lipid-rich meal, dietary fats undergo digestion, absorption, and packaging into chylomicrons in the small intestine. Chylomicrons, which are rich in triglycerides and cholesterol, are transported from the intestinal villi via the lymphatic system to the venous circulation, bypassing the portal circulation 1. Adipose tissue constitutes the primary site for chylomicron clearance, wherein lipoprotein lipase (LPL) abundantly expressed in adipocytes hydrolyzes chylomicrons 2. This process generates chylomicron remnants and directs dietary cholesterol toward three metabolic fates: hepatic utilization for lipoprotein synthesis, biliary excretion via reverse cholesterol transport, or intracellular storage within lipid droplets 3,4. Notably, adipose tissue maintains a net importing state of dietary lipids for approximately 5 hours postprandially and throughout most daytime hours under a typical three-meal dietary pattern. The tissue promptly responds to circulating chylomicrons and chylomicrons remnants via LPL-mediated hydrolysis, thereby mitigating lipid retention in the bloodstream 5. This metabolic coordination extends to cross-talk with hepatic and muscular systems that collectively determine lipid partitioning and clearance pathways 6. Visceral adipose tissue is more metabolically active than subcutaneous adipose tissue and can exert a greater influence on lipid metabolism 7, particularly in the context of postprandial lipid handling. This clearance mechanism of postprandial lipid critically determines postprandial lipid levels, with impaired adipose tissue function leading to prolonged circulation of chylomicrons remnants that may exacerbate atherosclerosis risk and insulin resistance 8,9. Thus, adipose tissue acts as a buffer for daily lipid flux 10, although the underlying mechanisms remain largely unknown.

Macrophages in liver and adipose tissue, monocytes in blood or others take up and hydrolyze excess cholesterol into free cholesterol, which undergoes macrophage cholesterol efflux (MCE) out of the cells via ATP binding cassette transporters or spontaneous diffusion 11. HDL cholesterol generated in this manner facilitate reverse cholesterol transport (RCT), carrying cholesterol from peripheral tissues to the liver 12,13. There, cholesterol is converted into bile acids, an essential step in bile-mediated cholesterol excretion. Elevated MCE and HDL-driven RCT promotes the postprandial cholesterol circulation and clearance and is therefore negatively associated with atherosclerotic cardiovascular disease risk 14,15. In postprandial cholesterol metabolism, emerging evidence highlights the pivotal involvement of adipose tissue macrophages (ATMs), particularly a specialized subpopulation expressing Tim4, CD36, and ABCA1 16,17. Depletion of these macrophages has been shown to reduce postprandial increases in HDL cholesterol levels and liver Kupffer cells and peritoneal cavity macrophages play minor roles in postprandial HDL cholesterol metabolism 18.

The class B scavenger receptor CD36-mediated lipid uptake pathway demonstrates dual regulatory effects: under physiological conditions, it supports lipid homeostasis through chylomicrons remnant recognition and phagocytosis, whereas pathological hyperactivation in obesogenic environments may induce cholesterol overload and foam cell formation, exacerbating metabolic dysregulation 19,20. This highlights the critical balance that CD36 must maintain between lipid clearance and metabolic stability during postprandial states. In Japanese patients with type I CD36 deficiency, oral fat loading induces postprandial hyperlipidemia and the accumulation of intestinal-derived lipids 21,22. This deficiency similarly compromises the clearance of dietary lipids following high-fat meal consumption, suggesting CD36's essential role in postprandial lipid processing 23. Thus, CD36-mediated phagocytosis, especially in ATMs is essential for the clearance of postprandial lipids. Moreover, therapeutic strategies targeting CD36-mediated phagocytosis to modulate postprandial HDL cholesterol are lacking.

Current therapeutic strategies, notably HMG-CoA reductase inhibitors (statins), primarily target hepatic cholesterol synthesis but exhibit limited efficacy in modulating adipose tissue-mediated postprandial lipid metabolism. Some statins can also increase HDL levels, which theoretically play a minor role in regulating postprandial cholesterol metabolism. And, accumulating evidence suggests that statin therapy may offer limited therapeutic efficacy for dyslipidemia and could lead to potential side effects, even with short-term use. These side effects include myalgia, rhabdomyolysis, new-onset diabetes mellitus, cognitive impairment, and hemorrhagic stroke 24,25. Given the central role of adipose tissue in meal-derived lipid clearance, developing adipose-centric therapeutic approaches presents promising avenues for managing postprandial hyperlipidemia. Therefore, exploring compounds with alternative mechanisms is critical. Previous investigations suggest esculetin may modulate adipose tissue metabolism potentially through ATM-mediated lipid handling and cholesterol clearance pathways. Esculetin (Figure S1A), a coumarin compound enriched in various plants including* Sonchus grandifolius*, *Aesculus turbinate* and* Cortex Fraxinis*, has been reported to exert anti-inflammatory effects, involving in inhibiting MAPK activation, AP-1 and NF-κB activation, and PI3-kinase activation via Ras 26,27. Esculetin also demonstrates anti-obesity effects by activating AMP-activated protein kinase and suppressing PPARγ expression in adipose tissues 28, and regulates serum lipid profiles and shows potential anti-atherosclerosis benefit 29,30. These findings prompted our investigation into its potential role in regulating postprandial cholesterol metabolism.

In this study, mice were fed a lipid-rich meal for only 3 days to investigate the effects of esculetin on postprandial lipemia and lipid metabolism induced by the meal. The metabolic changes induced by esculetin were analyzed using ultra-high-performance liquid chromatography-tandem mass spectrometry (UHPLC-MS/MS). Visceral adipose tissue removal surgery was employed to confirm the role of visceral adipose tissue in the effect of esculetin on postprandial lipemia. Flow cytometry was used to assess esculetin's impact on ATM-mediated lipid uptake and CD36-mediated phagocytosis by ATMs, elucidating the mechanism through which esculetin regulates postprandial lipemia. Chromatin accessibility profiling via assay for transposase-accessible chromatin using sequencing (ATAC-seq) and transcriptome analysis through RNA sequencing identified CCAAT enhancer-binding protein beta (C/EBPβ) as a crucial transcription factor. The interaction between esculetin and C/EBPβ was confirmed using terahertz chemical microscopy. In summary, esculetin was found to increase postprandial HDL cholesterol levels and enhance CD36-mediated phagocytosis by ATMs, implicating C/EBPβ in these effects.

## Methods

### Drug and reagents

Esculetin (Cat No.: D77970, Lot No.: D40036020, ACMEC, Shanghai, China) was dissolved in 2.5% Tween-80 for mice treatment by oral gavage or dimethyl sulfoxide for cell treatment. Simvastatin (Approval number: H20084420, Lot No.: 20221018, XinQi Pharmaceutical Co. LTD, Shandong, China) and pitavastatin (Approval number: H20193061, Lot No.: B221070, Salubris Pharmaceutical Co. LTD, Shenzhen, China) were dissolved in ddH_2_O for mice treatment by oral gavage. The reagents used in this work are listed in Table S1.

### Mice and treatment

C57BL6J male mice (8-9 weeks old) were housed in specific pathogen free facilities with 12 h light:12 h dark cycles at 22-23 °C in Xiamen University. All experiments were conducted in accordance with the NIH guidelines for the Care and Use Laboratory Animal and approved by the Animal Care and Protection Committee of Xiamen University (Protocol No. XMULAC20200150).

Considering that the doses of esculetin used *in vivo* reportedly ranged from 10 31 to 200 mg/kg/d 32, a series of doses of esculetin (0, 30, 90, 180 mg/kg/d) were daily administered to the mice by oral gavage for 7 days. A high dose of simvastatin (7.6 mg/kg/d, equivalent to 60 mg/d for humans) or pitavastatin (1.55 mg/kg/d, equivalent to 12 mg/d for humans) was daily administered by oral gavage for 7 days as positive controls. In the first 4 days, the mice were fed with a control diet (CD) containing 10% of kcal from fat. Then, the mice were fed with a high-fat diet (HFD) containing 60% of kcal from fat for an additional 3 days to understand lipid-rich meals-induced postprandial lipid circulation, in accordance with previous reports 18,33. The control group was fed with CD for 7 days (Figure 1A). Furthermore, 40 mg/kg/d Sulfo-N-succinimidyl oleate (SSO) was daily administered to mice from Day 4 to 7.

### Flow cytometry

The enzymatic digestion of eWAT or liver was performed using 1 mg/mL collagenase D or 0.1 mg/mL Liberase, following the procedure outlined in our previous report 33. This enzymatic digestion was carried out in RPMI 1640 containing 1% fetal bovine serum and 1 μg/mL DNase I for 35 min at 37 °C. Subsequently, Percoll density gradient separation (70%-40%) was employed to enrich the macrophage population. After FcR blocking, cells were stained with fixable viability dye and fluorescently conjugated antibodies in MACS buffer (1× phosphate-buffered saline containing 1% BSA and 2 mM EDTA) for 30 min on ice.

For lipid staining, cells were fixed in IC Fixation Buffer and stained with LipidTox (1:200 dilution) for 30 min at room temperature. To stain C/EBPβ, cells were fixed and permeabilized using the eBioscience Foxp3/transcription factor staining buffer set after staining with cell surface proteins. The anti-C/EBPβ antibody (1:1000 dilution) was incubated overnight at 4 °C, followed by staining with Alexa Fluor 488-labeled secondary antibody (1:800 dilution) for 2 h on ice.

Samples were processed using the FACS LSR Fortessa system (Becton Dickinson, Franklin Lakes, USA), and the data were analyzed using Flow Jo software. ATMs were collected using a BD FACSAria III cell sorter (Becton Dickinson, Franklin Lakes, USA), and the cells were sorted into a 48-well plate with complement culture medium. Doublet or multiplet cells were excluded, and non-viable cells were excluded by gating on fixable viability dye-negative cells. The representative gating strategies of flow cytometry analysis are referred to in Figure S4B. The antibodies used in this work are listed in Table S1.

### Surgical removal of eWAT

Male 9-week-old mice were divided into two groups: a sham group and a surgery group. First, all mice were anesthetized with 2% isoflurane during the procedure. In the eWAT surgical removal group, both eWAT fat pads were surgically removed through a mid-ventral abdominal incision without damaging the testicular blood supply 34. In the sham group, a mid-ventral incision was made, and the epididymal fat pads were visualized, pulled out, but left intact and placed back inside the peritoneal cavity. One week after surgery, the mice were administered 0 or 90 mg/kg/d of esculetin for 7 days, including 3 days on a high-fat diet as described above.

### Cell culture

RAW 264.7 cells, a mouse macrophage cell line, and sorted ATMs were cultured in Dulbecco's modified Eagle's medium (DMEM) supplemented with 10% fetal bovine serum, 100 U/ml penicillin and 0.1 mg/ml streptomycin at 37 °C under 5% CO_2_.

RAW 264.6 cells were transfected with the LentiCRISPR v2 plasmid containing gRNA against *Cebpb* or empty vector using the Gene Pulser Xcell Eukaryotic System (165-2661, Bio-Rad, CA, USA) 35 and selected by puromycin for 3 days. The gRNA sequence against *Cebpb* is listed in Table S1. A concentration of 25 μg/mL DIL-ox-LDL, esculetin, or SSO, as indicated, was added to RAW 264.7 cells for the specified time periods.

### Lipid profile analysis and hematology analysis

Serum and bile samples were obtained from non-fasted mice, and the concentrations of postprandial triglycerides, HDL, LDL, total cholesterol, alanine aminotransferase, aspartate transaminase, and bile acid were quantified at the Clinical Laboratory of Xiamen Cardiovascular Hospital.

### Metabolomics study

The serum samples from the mice were combined with an isotopically labeled internal standard mixture and an extraction solution comprising 50% methanol and 50% acetonitrile. Following sonication and protein precipitation, the resulting supernatants were employed for UHPLC-MS/MS analysis 33.

A UHPLC system (Vanquish, Thermo Fisher Scientific) equipped with an ACQUITY UPLC BEH Amide column (2.1 mm × 50 mm, 1.7 μm, Waters Corp., MA, USA) coupled to an Orbitrap Exploris 120 mass spectrometer (Orbitrap MS, Thermo Fisher Scientific) was employed for UHPLC-MS/MS analysis. The mobile phase system consisted of buffer A (acetonitrile) and buffer B, composed of 25 mM ammonium ethanoate and 25 mM ammonium hydroxide. The UHPLC elution program was as follows: 0-11 min, 15% buffer A; 11-12 min, 75% buffer A; 12-14 min, 98% buffer A; 14-14.1 min, reduced to 15% buffer A; 14.1-16 min, 15% buffer A. The flow rate was maintained at 0.5 mL/min, and the sample volume injected was 2 μL. MS/MS spectra were acquired using information-dependent acquisition mode in Xcalibur software. The electrospray ionization (ESI) source conditions were as follows: sheath gas flow rate at 50 Arb, auxiliary gas flow rate at 15 Arb, capillary temperature at 320 ℃, full MS resolution at 60,000, MS/MS resolution at 15,000, collision energy at SNCE 20/30/40, spray voltage at 3.8 kV (positive) or -3.4 kV (negative). Quality control samples were prepared by mixing all the samples and were inserted into the sample queue to monitor and evaluate the stability of the system and the reliability of the experimental data.

The raw MS data were converted to the mzXML format using ProteoWizard software. Subsequent peak detection, extraction, alignment, and integration were conducted in R using the XCMS package. Metabolite annotation utilized the BiotreeDB MS2 database, and a cut-off annotation of 0.3, as per previous reports 36,37. Statistical analysis was performed in R. Multivariate statistical analyses, including partial least squares discriminant analysis (PLS-DA) and orthogonal projection to latent structures-discriminant analysis (OPLS-DA), were executed using the ropls package. The robustness of the models was assessed through cross-validation and response permutation tests. The variable importance in the projection (VIP) value of each variable was obtained based on the OPLS-DA model. Significantly differentially expressed metabolites were identified when VIP > 1 and P-value < 0.05. For pathway enrichment analysis, the Kyoto Encyclopedia of Genes and Genomes database was used to identify metabolic pathway enrichment. Additionally, metabolic set enrichment analysis (MSEA) was performed using the Small Molecule Pathway Database and analyzed with the MESAp package.

### Transcriptomics study

RNAs were isolated from the livers or RAW 264.6 cells using Trizol Reagent following the manufacturer's instructions. A cDNA library was prepared with the NEBNext Ultra RNA Library Prep Kit for Illumina. The resulting cDNA library was pooled and sequenced on the Novaseq 6000 (Illumina, CA, USA), generating 150-bp paired-end reads. HISAT 2.2.1 was employed to map the sequencing reads to the reference mouse genome GRCm39 38. FeatureCounts 39 was used to obtain read counts per gene locus. Statistical analysis was performed in R, using the Limma package to identify significantly differentially expressed genes (DEGs) with a P-value < 0.05 and a fold change > 1.5. For gene set enrichment analysis (GSEA), the MSigDB Gene annotation gene set was employed via GSEABase. Gene ontology enrichment analysis was conducted using the clusterProfiler package^40^. Additionally, TRRUST transcription factor enrichment analysis was performed using Enricher.

### ATAC-seq and chromatin immunoprecipitation sequencing (ChIP-seq) study

For ATAC-seq, cells (5 x 10^4^) were washed twice in cold PBS and resuspended in 50 μL of cold lysis buffer (10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% Tween, 0.1% NP40, and 0.01% Digitonin)^41^. Lysates were centrifuged (750 x g, 10 min, 4 °C), and nuclei were resuspended in 50 μL of transposition reaction mix with 5 μL Tn5 Transposase (TruePrep DNA Library Prep kit V2 for Illumina) and incubated for 30 min at 37 °C. Transposed DNA fragments were purified using a QIAGEN Reaction MiniElute Kit, barcoded with Novo NGS Index Kit for Illumina, and amplified to 240 fmol by NEBNext Ultra II Q5 Master Mix. PCR products were purified using a PCR Purification Kit for paired-end sequencing on Novaseq 6000.

The raw reads generated by ATAC-seq and ChIP-seq were trimmed with Trim-Galore and aligned to the mm10 reference genome using Bowtie2 42. PCR duplicates and multiple mapped reads were removed with Sambamba. Peak calling was performed with MACS2 43, and enriched transcription factor motifs were analyzed through HOMER motif analysis. Statistical analysis was conducted by DESeq2 44. The data were normalized to reads per kilobase per million (RPKM) mapped reads and visualized using Integrative Genomics Viewer (IGV). Signal density surrounding the transcription start site (TSS) was computed and visualized with DeepTools.

### Bioinformatic analysis of scRNA-seq

scRNA-seq data of ATMs was obtained from GEO: GSE168278 18. The Seurat R package was used for analysis. Initial quality control was performed by excluding genes expressed in fewer than three cells and excluding cells based on the following criteria: cells expressing fewer than 200 or more than 2,500 genes, and cells with mitochondrial gene expression greater than 5%.

To analyze macrophage polarization states, we utilized updated gene signatures for M1 and M2 macrophages obtained from the COATES gene set files. The M1 macrophage signature was sourced from COATES_ MACROPHAGE_ M1_ VS_M2_ UP.v2024.1.Mm.gmt and the M2 signature from COATES_ MACROPHAGE_ M1_ VS_M2_DN.v2024.1.Mm.gmt. AddModuleScore function was used to calculate gene enrichment scores for individual cells.

### ChIP

ChIP assays were performed in RAW 264.6 cells with modifications as previously reported 45. Five million cells were fixed in 1% formaldehyde for 8 min at room temperature and then quenched with 1.25 mM glycine for 5 min. The cytoplasm was removed using a swelling buffer (50 mM HEPES-KOH, pH 7.5, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP40, 0.25% Triton X-100, protease inhibitor cocktail) for 10 min on ice, and the nuclei were lysed in lysis buffer (50 mM Tris-HCl, pH 8.0, 10 mM EDTA, 1% SDS, protease inhibitor cocktail) for 10 min on ice. DNA was fragmented to an average size of 500 bp using a Bioruptor sonicator (Diagenode, Seraing, Belgium). The lysate was then diluted 10-fold with dilution buffer (10 mM Tris-HCl, pH 8.0, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 1% Triton X-100, 0.1% deoxycholate, protease inhibitor cocktail), and 3 µg of anti-C/EBPβ or mouse IgG antibody was added and incubated overnight. Protein G Dynal beads were used to collect the complex, which was subsequently washed three times with wash buffer (50 mM HEPES-KOH, pH 7.0, 0.5 M LiCl, 1 mM EDTA, 0.7% deoxycholate, 1% NP40). Finally, the DNA was eluted, de-crosslinked, and purified by QIAquick PCR Purification Kit. Real-time PCR was performed using qPCR SYBR Green Master Mix with the following PCR program: 95 °C for 1 min, followed by 40 cycles of 95 °C for 15 s, 60 °C for 20 s, and 72 °C for 40 s. The primer sequences are provided in **Table S1**.

### Induced fit docking

The two sections of C/EBPβ, 1h8a and 1h89, were subjected to docking using the existing structure of esculetin. Both methods adhered to the same protocol, utilizing AutoDock's induced fit docking pipeline 46. The molecular minimization structure was prepared in Chem 3D, and PyMOL was employed for model pretreatment and removal of water molecules. AutoDock facilitated protein preparation for docking by adding hydrogen, eliminating water molecules within the active site, and generating a protonated state at pH 7 (±1). Alongside adjusting protonation states, AutoDock optimized hydrogen bonds. The Grid Box module enveloped the entire protein, with an active pocket that interfaces for induced fit. The docking site of the target was derived from the ligand binding site in the eutectic structure. The number of docking conformations of ligands was set to 20, and the truncation distance of clustering was set to 0.5 Å. Top docking poses were selected based on the docking score of AutoDock Vina and the visual inspection of PyMOL to confirm the probable binding mode.

### Quantitative Real-Time Reverse Transcription PCR (qRT-PCR)

qRT-PCR was conducted using the RNA-direct SYBR Green Real-Time PCR Master Mix. Glyceraldehyde 3-phosphate dehydrogenase (GAPDH) was utilized as the internal control. The primer sequences are provided in Table S1.

### Cytokine/ chemokine array

Two hundred fifty microliters of serum from mice, diluted to 500 μL with ddH₂O, were analyzed using a Cytokine Array C1 kit (AAM-CYT-1-8) according to the manufacturer's instructions. The chemiluminescent signal was visualized with a ChemiDoc MP imaging system (Bio-Rad).

### Histological analysis

The eWAT and livers were fixed in 4% paraformaldehyde and subsequently embedded in paraffin. Paraffin-embedded tissues were subjected to deparaffinization and rehydration. For immunohistochemical (IHC) staining, sections were treated with 3% H_2_O_2_ for 25 min to block endogenous peroxidase activity. Non-specific binding sites were blocked by incubating sections with 3% BSA in PBS for 30 min. Subsequently, sections were incubated with primary antibodies against F4/80 and CD36 (1:500 dilution) overnight at 4 °C. Detection was performed using peroxidase-conjugated secondary antibodies and DAB. After the secondary antibody incubation, slides were counterstained with hematoxylin for 3 min, followed by dehydration and mounting. For hematoxylin and eosin (H&E) staining, paraffin-embedded tissues of livers and eWAT were stained with a hematoxylin and eosin kit according to the manufacturer's instructions. Stained sections were examined, and images were captured using a bright-field microscope (TissueFAXS P1, Tissuegnostics, Vienna, Austria).

### Western blot

Equal amounts of protein were loaded onto sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and subsequently transferred onto polyvinylidene fluoride (PVDF) membranes (Bio-Rad, catalog #1620177) following standard procedures. The membranes were blocked in Tris-buffered saline with 0.5% Tween 20 and 3% skim milk at room temperature for 2-3 h. This was followed by overnight incubation with primary antibodies at 4 °C. After thorough washing, membranes were then incubated with horseradish peroxidase (HRP)-conjugated secondary antibodies at room temperature for 2-3 h. Protein bands were visualized using Western Bright ECL HRP substrate in a ChemiDoc MP imaging system (Bio-Rad). Details regarding the antibodies used can be found in Table S1. Whole gel images shown in Figure S7.

### Terahertz chemical microscope assay

A C/EBPβ-immobilized sensing plate was prepared as follows, based on our previous reports 47,48. Briefly, a silicon-on-sapphire plate containing 500 μm Al_2_O_3_, 500 nm Si, and a SiO_2_ surface layer, was ultrasonically cleaned with 99.5% acetone and 99.5% ethanol (2 min each) to remove surface contaminants and sterilize. The SiO_2_ surface was introduced to hydroxyl and amino groups by incubating with 30 μL of 200 mM NaOH (5 minu) followed by 30 μL of 2% (3-aminopropyl) triethoxysilane (APTES) (30 min). Next, 120 μL of 1 μg/mL recombinant C/EBPβ protein was added to the wells and incubated at 25 °C for 6 h and kept overnight for reaction at room temperature to generate the C/EBPβ-immobilized sensing surface. To prevent nonspecific binding, 0.1 M ethanolamine-HCl was added to all wells for 20 min at room temperature prior to analysis. The C/EBPβ-immobilized plate was then loaded into a terahertz chemical microscope (Homemade, Okayama university) and terahertz amplitude measured following addition of varying concentrations of esculetin.

### Statistical analysis

Statistical analysis was performed with Prism 9 software. Data are shown as meanSD. Statistical tests performed for each dataset are described within the relevant figure legends. P-values ≤0.05 were considered statistically significant. P-values are denoted in figures as follows: ns, not significant; p > 0.05; *, p < 0.05; **, p < 0.01; and ***, p < 0.001.

## Results

### Esculetin elevates the levels of postprandial serum HDL cholesterol

Mice were administered lipid-rich meals for only 3 days to investigate the effects of esculetin or statins on postprandial lipid levels (Figure 1A). First, we validated that esculetin treatment at doses of 90 and 180 mg/kg/d did not significantly alter serum levels of the liver enzymes alanine aminotransferase and aspartate transaminase (Figure S1B) or cause histological changes in liver tissue of high fat-fed mice (Figure S1C). Further, both 90 and 180 mg/kg esculetin did not significantly alter expression of hepatic apoptosis-associated genes (Figure S1D) and transcriptomic profiling showed apoptosis pathways were not enriched among esculetin-induced changes (Figure S1E). 

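Liver RNA was sequenced from male C57BL/6J mice that received vehicle (Tween-80) or esculetin by oral gavage for 7 days, with a control diet containing 10% of kcal from fat for the first 4 days and a high-fat diet (HFD) containing 60% of kcal from fat for the last 3 days. Esculetin is a coumarin derivative given here as a drug candidate. Each library was made from the livers of 2 mice, and 3 vehicle libraries and 3 esculetin libraries were analysed, so each group covers 6 mice. The sample annotations give the dose of the esculetin group as 180 mg/kg/d in the sample names and in the treatment protocol, and as 90 mg/kg/d in the treatment field. The group is therefore called the esculetin group here, without a dose. The authors aligned paired-end reads to GRCm39 with HISAT 2.2.1, counted reads per gene with featureCounts and deposited the counts without normalization. The counts covered 55357 genes. The total counts of the vehicle libraries were 28825363, 31889710 and 27957713, and those of the esculetin libraries were 32883985, 34920922 and 33360275, so every esculetin library was deeper than every vehicle library. At these totals, 3 counts correspond to between 0.0859 and 0.107 CPM (counts scaled to a common library size). Counts were normalized with edgeR's TMM method, whose factors lay between 0.979 and 1.02. Genes with too few counts were left out by edgeR's expression filter, and 14433 genes were compared between the groups with edgeR's quasi-likelihood test. The thresholds of the paper, a p-value under 0.05 and a fold change over 1.5, were used for calling genes. Its text does not say whether that p-value was adjusted, and the unadjusted p-value was used here. P-values adjusted by the Benjamini-Hochberg method are given beside the calls. The biological coefficient of variation among libraries of a group was 14.6%. In counts simulated from these libraries, the test called 93.9% of 198 genes that had been changed 2-fold, among 14191 tested. It called 41.2% of 199 genes that had been changed 1.5-fold, among 14157 tested. Of these 199 genes, 75.4% had an unadjusted p-value under 0.05, and a call also required an observed fold change over 1.5. Between the esculetin and vehicle libraries, 452 genes passed the thresholds of the paper, of which 198 were higher and 254 were lower with esculetin. An adjusted p-value under 0.05 was reached by 6 genes, and all of these were higher with esculetin. With DESeq2 in place of edgeR, the number of genes with an adjusted p-value under 0.05 was 184, while 415 genes passed the thresholds of the paper. When low-count genes were not left out, these numbers were 477 and 776.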

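Of the 47 apoptosis-related genes drawn in Figure S1D, 43 had enough counts to be tested, and 0 passed both thresholds of the paper. The adjusted p-value was under 0.05 for 0 of the 43 genes, whether adjusted over all genes tested or over the list alone, and the unadjusted p-value from edgeR's quasi-likelihood test was under 0.05 for 2 of them, where 2.15 would be expected by chance. These were Bcl2l1, which encodes an anti-apoptotic member of the BCL2 family, and Plscr2, which encodes a phospholipid scramblase. Bcl2l1 lies on chromosome 2 of GRCm39 from 152622582 to 152673655 and Plscr2 on chromosome 9 from 92154974 to 92180106, and both are protein-coding. The log2 fold change of Bcl2l1 was 0.48 (standard error 0.11, unadjusted p = 0.00166, adjusted p = 0.170, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change of Plscr2 was 0.34 (standard error 0.083, unadjusted p = 0.00242, adjusted p = 0.189, same test). Adjusted over the 43 genes alone, both had a p-value of 0.0521. Fold changes of 42 of the 43 genes were under 1.5 in either direction, and those of 36 were under 1.2. The largest was that of Bbc3, with a log2 fold change of 0.60 (standard error 0.32), which was within the spread between replicates (unadjusted p = 0.0877, edgeR's quasi-likelihood test). Of the 43 genes, 21 were higher and the others lower with esculetin, with log2 fold changes from -0.46 to 0.60. The median standard error was 0.11 on the log2 scale. Without the filter on low counts, 2 genes passed both thresholds, Bbc3 (log2 fold change 0.61) and Il6, which had 0 counts in every vehicle library. Without vehicle replicate 3, 2 genes also passed, Bcl2l1 and Ptgis. Bbc3 passed without vehicle replicate 1 (log2 fold change 0.90) and without esculetin replicate 3 (0.83). It also passed when the replicate number was fitted as a block (0.62), but with none of the remaining alternatives. The adjusted p-value of Bcl2l1 was 0.0269 with DESeq2, and 0.00360 with edgeR without the filter.

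**Figure D1:**
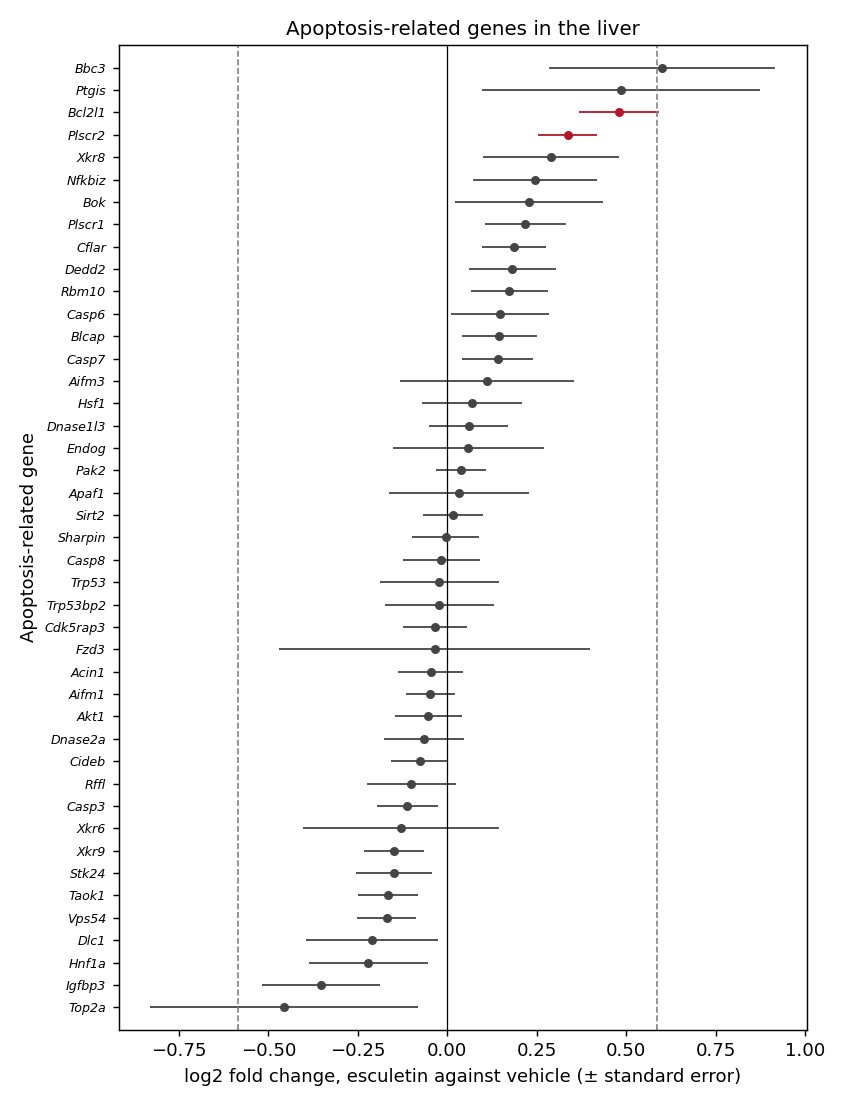
Log2 fold change of each of the 43 apoptosis-related genes tested, esculetin against vehicle (x axis), with bars for the standard error. Dashed lines mark a fold change of 1.5 in either direction. Only Bcl2l1 and Plscr2, in red, had an unadjusted p-value under 0.05.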

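As a group, the apoptosis-related genes of Figure S1D did not stand apart from the other genes tested. Limma's camera test, which compares the genes of a set with all other genes, gave an adjusted p of 0.381 for the 43 genes, with a mean log2 fold change of 0.04. The Apoptosis set of the mouse Reactome collection is larger and was tested in the same way. Of its 157 genes, 138 were tested, and 82 of these were higher with esculetin, with a mean log2 fold change of 0.03 (adjusted p = 0.280 from limma's camera test, with Benjamini-Hochberg adjustment over both sets). In this set, 4 genes passed the thresholds of the paper, 17 had an unadjusted p-value under 0.05, and 0 had an adjusted p-value under 0.05. The limma test fry asks whether the genes of a set shift in a shared direction, without comparing them with other genes. With fry the p-value of the Reactome set was 0.00687, while that of the list of Figure S1D stayed over 0.05 under each alternative tried. The paper sets the transcript data of the liver beside its serum enzymes and liver histology, and reasons from all of them about hepatic safety.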

Together with previous reports 49, these data suggest esculetin does not exhibit liver toxicity at the tested doses.

The non-fasting blood serum was analyzed to assess the lipid profile after a high-fat meal. Esculetin treatment resulted in a significant increase in postprandial HDL cholesterol levels, from 2.554 ± 0.744 mmol/L to 3.963 ± 0.425 or 3.707 ± 0.682 mmol/L at doses of 90 or 180 mg/kg/d, respectively. In contrast, pitavastatin treatment at a high dose of 1.55 mg/kg/d yielded a relatively modest increase in HDL cholesterol levels to 3.360 ± 0.146 mmol/L (Figure 1B). Esculetin at a dose of 30 mg/kg/d or simvastatin at a dose of 7.6 mg/kg/d did not result in significant alterations in postprandial HDL levels (Figure 1B). Simvastatin, but not esculetin or pitavastatin, significantly decreased postprandial LDL levels (Figure 1C). Treatment with esculetin or stains did not significantly alter postprandial cholesterol and triglyceride in HFD-fed mice (Figure 1D-E). These findings suggest that esculetin can increase postprandial HDL cholesterol levels, but not alter the LDL cholesterol levels.

### Esculetin promotes cholesterol excretion

UHPLC-MS/MS was utilized for the identification of serum metabolites to investigate the impact of esculetin on postprandial metabolic profiles in serum. *Pearson* correlation analysis of quality control samples confirmed the relative stability of the UHPLC-MS/MS system (Figure S2A). PLS-DA and OPLS-DA plots, generated for both positive and negative ion models, indicated that esculetin induced alterations in postprandial metabolic profiles (Figure S2 B-C). The regression lines of Q^2^ and R^2^Y, based on cross-validation and permutation testing of the PLS-DA and OPLS-DA models for both ion models, affirmed the reliability and accuracy of these models in capturing significantly differentially expressed metabolites (DEMs) influenced by esculetin (Figure S2D-E).

Esculetin elicited significant changes in 110 serum metabolites in HFD-fed mice (Figure S2F), including 33 lipid and cholesterol-associated metabolites such as the metabolic products of phosphatidylcholine, phosphatidylethanolamine and triglycerides (Figure S2G). Metabolite set enrichment and KEGG analysis revealed that esculetin-induced DEMs were enriched in cholesterol excretion, including bile acid biosynthesis and ABC transporters 50, and lipid metabolism such as mitochondrial beta-oxidation of long-chain saturated fatty acids, fatty acid elongation in mitochondria, fatty acid metabolism, steroid biosynthesis, fatty acid biosynthesis, glycerolipid metabolism, biosynthesis of unsaturated fatty acids, and fatty acid degradation (Figure 1F-G). Furthermore, we quantified the levels of bile acid in bile, where cholesterol is converted to bile acid for excretion 51. Esculetin significantly increased bile acid content, raising levels from 19.27±8.71 mmol/L to 35.88±8.08 mmol/L and 51.77±3.31 mmol/L at doses of 90 and 180 mg/kg/d in HFD-fed mice, respectively. Pitavastatin at the dose of 1.55 mg/kg/d elevated bile acid levels to 46.06±6.61 mmol/L, while simvastatin had no effect. Additionally, the cytochrome P450 family gene *Cyp7b1* was significantly upregulated by esculetin without altering the expression of *Cyp7a1* (Figure 1I) , both of which encode rate-limiting enzymes for bile acid synthesis 52. In contrast, the expression levels of *Apoa1*, a major apolipoprotein component of HDL particles, were not significantly altered (Figure S2H). These results suggest that esculetin not only elevates postprandial HDL cholesterol levels but also promotes cholesterol excretion.

### Esculetin elevates HDL levels in an eWAT-dependent manner by promoting CD36-mediated phagocytosis in ATMs

Since visceral adipose tissue, specifically eWAT, have been reported to be involved in postprandial HDL cholesterol metabolism 18,33, we first confirmed the role of eWAT in esculetin-induced increases in postprandial HDL by surgically removing eWAT (Figure 2A). Meanwhile, adipose tissue serves as a highly active and efficient metabolic buffer, playing a crucial role in regulating daily dietary lipid flux in circulation 10. The removal of adipose tissue typically leads to fluctuated serum lipid including HDL levels due to the loss of this critical buffering capacity. Therefore, the comparison within the eWAT-removal group to assess esculetin's effects remains more meaningful and relevant. In the sham group, esculetin significantly elevated serum HDL levels, whereas this increase was not observed in mice without eWAT (Figure 2B). LDL, total cholesterol, and triglyceride levels did not significantly change in any of the groups (Figure 2C, Figure S3A-B). The bile acid concentration in bile significantly increased after esculetin administration in both the sham and eWAT-removal groups (Figure 2D). The results suggest that esculetin elevates postprandial HDL cholesterol in an eWAT-dependent manner and promotes cholesterol excretion independently of eWAT.

H&E staining of eWAT showed that adipocyte size did not significantly change after HFD feeding or esculetin treatment (Figure S3C-D). The number and distribution of F4/80^+^ macrophages also did not differ significantly among groups (Figure S3C, E). However, CD36^+^ cells were observed in adipose tissue, and esculetin administration significantly increased the number of CD36^+^ cells in HFD-fed mice (Figure S3C, F). Thus, esculetin elevates postprandial HDL cholesterol in an eWAT-dependent manner, which is associated with an increase in CD36^+^ cells in eWAT.

Given the observed alterations in ATM subsets following esculetin administration, systemic inflammation and the some adipokines was analyzed. A total of 22 cytokines or chemokines were semi-quantified using a membrane array with serum from HFD-fed mice treated with either 0 or 90 mg/kg/d of esculetin. There were no apparent alterations in the expression of the tested cytokines and chemokines in HFD-fed mice after esculetin administration, indicating that esculetin plays a minor role in these short-term HFD-fed mice (Figure S4A). Flow cytometry was next used to analyze effects of esculetin on ATM subsets in eWAT. Total ATMs defined as CD45^+^ F4/80^+^CD11b^+^ Lineage (CD19, TCRb, Ly-6g, Ly-6c) cells were not significantly altered following esculetin administration (Figure S3G-I, Figure S4B). However, treatment with 90 or 180 mg/kg/d esculetin significantly increased both the percentage and absolute counts of CD36^+^ ATMs (Figure 2G-I). Moreover, the ratios and counts of CD36^+^Tim4^+^ ATMs were also significantly elevated by esculetin (Figure 2H-L), while the ratios of CD36 Tim4 ATMs were decreased at both doses (Figure 2J). The percentage of CD36^+^ Tim4 cells was significantly increased by 180 mg/kg esculetin (Figure 2K). The CD36 Tim4^+^ subset remained unchanged across groups (Figure 2L). Collectively, these data indicate esculetin promotes enrichment of a CD36^+^ ATM subset previously shown to regulate postprandial HDL metabolism and cholesterol uptake 18,23.

Moreover, intracellular lipid content scavenged by ATMs was also examined using LipidTox staining. Esculetin treatment at doses of 90 and 180 mg/kg/d significantly increased the fluorescence intensity of LipidTox in total macrophages as well as in the CD36^+^ Tim4^+^ and CD36^+^ Tim4 macrophage subsets (Figure 2M-P). In contrast, neither the percentage of CD36^+^ macrophages nor LipidTox intensity was altered in hepatic macrophages (Figure S4C-D). Furthermore, the CD36 inhibitor SSO was administered during esculetin treatment in high fat-fed mice (Figure 2Q). This abolished esculetin-induced increases in postprandial HDL and total cholesterol, while LDL and triglycerides were unaffected (Figure 3R-U). Together, these findings indicate esculetin enhances the phagocytic capacity of CD36^+^ ATMs to promote postprandial HDL biogenesis.

### Esculetin enhances CD36-mediated phagocytosis of macrophages in vitro

To understand the mechanisms underlying the enhancement of macrophage phagocytosis by esculetin, DIL-ox-LDL-treated RAW264.7 macrophages were used in an *in vitro* experiment (Figure 3A). Firstly, it was observed that esculetin significantly increased the fluorescence intensity of intracellular DIL-ox-LDL in a dose- and time-dependent manner (Figure 3B-C). Additionally, the expression levels of *Cd36* and *Cebpb,* which are associated with phagocytosis of macrophages 53,54*,* were significantly increased after the addition of esculetin in ox-LDL-treated RAW264.7 cells (Figure 3D). SSO could significantly repress esculetin-induced increased uptake of ox-LDL *in vit*ro (Figure 3E). These findings suggest that esculetin enhances the phagocytosis of RAW264.7 cells via CD36 *in vitro*.

The transcriptomic alterations induced by esculetin were further analyzed in ox-LDL-treated RAW264.7 cells. Principal component analysis (Figure 3F) and *Pearson* correlation analysis (Figure 3G) indicated that esculetin induces transcriptomic alterations in ox-LDL-treated RAW264.7 cells. A total of 1121 genes were significantly upregulated, while 956 genes were significantly downregulated after the addition of esculetin in RAW264.7 cells (Figure 3H). The DEGs induced by esculetin were enriched in pathways related to cholesterol homeostasis including* Cd36, Abca1, Slc27a4, Cebpb, Fabp4* and so on (Figure 3-J). Furthermore, ATMs were sorted and treated with esculetin and DIL-ox-LDL *in vitro* (Figure 3K, Figure S4E). Compared to the control group, the addition of esculetin significantly increased the percentage of CD36^+^ cells and CD36^+^ DIL-ox-LDL^+^ cells in sorted ATMs (Figure 3L). The results suggested that esculetin enhances CD36-meidated phagocytosis of macrophages and regulate cholesterol homeostasis* in vitro*.

### Esculetin regulates the CD36-meidated phagocytosis of macrophages involved in C/EBPβ

To understand the potential targets of esculetin in regulating macrophage phagocytosis and cholesterol homeostasis, we performed GO term enrichment analysis of esculetin-induced DEGs in RAW264.7 cells. The results indicated that esculetin could modulate pathways associated with chromosome-related processes and condensed chromosomes, suggesting the involvement of epigenetic mechanisms in esculetin's regulation of CD36-mediated macrophage phagocytosis (Figure 4A). Notably, a key transcription factor, C/EBPβ, controlled genes that were enriched in esculetin-induced upregulated genes (Figure 4B).

Subsequently, ATAC-seq was employed to unravel esculetin-induced alterations in the epigenetic landscape during macrophage phagocytosis in ox-LDL-treated RAW264.7 cells. PCA suggested that esculetin induced an alteration in the epigenetic landscape (Figure 4C), with open chromatin regions primarily located in promoter regions (Figure 4D) and around transcription start sites (TSS) (Figure 4E). The ratios of open chromatin regions around promoters and TSS tended to increase after esculetin treatment, and esculetin-induced significantly upregulated peaks were concentrated near TSS regions (Figure 4D-F). Moreover, we observed that esculetin-induced significantly different accessibility regions were enriched in pathways related to the regulation of phagocytosis and lipid metabolism (Figure 4G). Therefore, these results suggest that esculetin induces alterations in the epigenetic landscape, which may control macrophage phagocytosis and lipid metabolism.

Motif enrichment analysis revealed significant overrepresentation of binding sites for NFY, RUNX, and C/EBP family proteins among esculetin-altered accessible chromatin regions (Figure 4H). Notably, the gene *Cebpb*, encoding the C/EBPβ transcription factor involved in lipid metabolism and macrophage phagocytosis regulation, was upregulated in oxLDL-treated RAW264.7 cells (Figure 4H). Open chromatin regions near the *Cebpb* TSS were increased by esculetin treatment, and C/EBPβ binds to this region (Figure 4I). C/EBPβ also can bind upstream of *Cd36* and *Nceh1*, two genes exhibiting both esculetin-induced chromatin accessibility changes and transcriptional upregulation in oxLDL-exposed RAW264.7 cells (Figure 4J). These findings collectively suggest that esculetin regulates the CD36-mediated phagocytosis of macrophages, and this process involves C/EBPβ and epigenetic landscape alterations.

### Esculetin enhances CD36-mediated phagocytosis of macrophages via C/EBPβ

To confirm the essential role of C/EBPβ in esculetin's regulation of CD36-mediated macrophage phagocytosis, RAW264.7 cells deficient in *Cebpb* were created using CRISPR/Cas9 (Figure 5A-B). In *Cebpb*-deficient cells, esculetin-induced increased uptake of ox-LDL (Figure 5C), the expression of CD36 (Figure 5D), the percentage of CD36^+^ cells (Figure 5E), and the transcription of *Cd36* (Figure 5F) and *Nceh1* (Figure 5G) were significantly repressed in ox-LDL-treated RAW264.7 cells.

Subsequently, we performed ATAC-seq analysis in RAW264.7 cells transfected with empty or *Cebpb* gRNA to examine C/EBPβ-mediated changes in the epigenetic landscape induced by esculetin. PCA revealed that C/EBPβ knockout reversed the esculetin-induced alterations in the epigenetic landscape (Figure 5H). The heatmap of peaks distribution demonstrated that C/EBPβ knockout significantly reduced the number of chromatin-accessible regions increased by esculetin treatment (Figure 5I). Notably, the esculetin-induced increase in chromatin accessibility at the *CD36* gene locus was markedly diminished after C/EBPβ knockout (Figure 5J). Together, these results indicate that C/EBPβ ablation reverses the epigenetic modifications induced by esculetin, highlighting the essential role of C/EBPβ in mediating esculetin's effects on chromatin remodeling and the regulation of lipid metabolism.

Furthermore, the binding of C/EBPβ to the promoter regions of *Cd36* was investigated using chromatin immunoprecipitation in half-CRE (C/EBPβ motif) enriched regions (Figure 5K). After the addition of esculetin, the binding of C/EBPβ to the *Cd36* promoter significantly increased in ox-LDL-treated RAW264.7 cells (Figure 5L), indicating that esculetin could enhance the binding activity of C/EBPβ to *Cd36* promoter. Thus, these findings indicate that esculetin enhances macrophage phagocytosis via C/EBPβ.

### Esculetin could directly bind to C/EBPβ

Molecular docking analysis was performed to understand potential binding modes and interactions between esculetin and C/EBPβ (PDB: 1h8a, 1h89). Results showed that esculetin could enter the active site of C/EBPβ and interact with both C/EBPβ and its target DNA, with predicted binding affinities of -7.2 kcal/mol (1h8a) and -8.1 kcal/mol (1h89) (Figure 6A-B). A terahertz chemical microscope assay was then used to monitor esculetin-C/EBPβ binding kinetics in real-time by measuring changes in terahertz amplitude using a C/EBPβ-immobilized sensor 47 (Figure 6B). Addition of increasing concentrations of esculetin resulted in corresponding changes in terahertz amplitude (Figure 6C), indicating concentration-dependent binding to surface-immobilized C/EBPβ. Analysis of binding curves revealed esculetin binds C/EBPβ with relatively high affinity (*Kd* = 4.727 M) (Figure 6D). Together, these results demonstrate esculetin directly interacts with its target, C/EBPβ.

### Esculetin activates C/EBPβ in vivo

To understand the expression profile of *Cebpb* in ATMs, we performed scRNA-seq analysis and identified seven distinct clusters (Figure 7A). *Cebpb* and *Cd36* was universally expressed across the ATMs (Figure 7B-C). In contrast, neither liver X receptor α (LXRα, encoded by *Nr1h3*), a key transcriptional regulator of lipid metabolism 55, nor peroxisome proliferator-activated receptor gamma (PPARγ, encoded by *Pparg*), a critical transcriptional factor promoting CD36 expression in lipid metabolism 56, was expressed in ATMs (Figure 7B-C). The postprandial high-fat diet did not alter the expression patterns of M1/M2 macrophage signature gene sets or characteristic marker genes (Figure S6A-F). Furthermore, in the eWAT of HFD-fed mice, esculetin was found to elevate the expressions of C/EBPβ and the phosphorylation of C/EBPβ (Figure 7D). In CD36^+^ ATMs, the expression of C/EBPβ was significantly higher compared to CD36^-^ ATMs (Figure 7E-F), and esculetin significantly elevated the ratios of CD36^+^ C/EBPβ^high^ ATMs in total ATMs or total CD45^+^ leukocytes (Figure 7G-H). These results suggest that esculetin activates C/EBPβ in ATMs.

Additionally, the RNA-seq of liver suggested that esculetin induced a transcriptional alteration of hepatic genes (Figure S5A), and C/EBPβ-target genes were significantly enriched in esculetin-induced differentially expressed genes in livers (Figure S5B). The expressions of C/EBPβ and C/EBP were significantly increased after esculetin addition in HFD-fed mice (Figure S5C). Thus, the results indicated that esculetin could activate C/EBPβ *in vivo*.

## Discussion

In this study, we discovered that esculetin enhances lipid uptake through CD36-mediated phagocytosis in ATMs following high-fat meal intake. This leads to an increase in postprandial HDL cholesterol levels, promoting lipid circulation. Esculetin also augments bile acid content in bile, expediting the clearance of postprandial lipids. Mechanistically, esculetin directly interacts with and boosts the transcriptional activity of C/EBPβ, that positively regulates its target genes *Cd36* and downstream phagocytosis in macrophages and controls metabolic pathways associated with bile acids. In summary, esculetin promotes reverse cholesterol transport and excretion, potentially offering beneficial effects for accelerating postprandial cholesterol circulation and alleviating postprandial dyslipidemia.

Macrophage-mediated lipid uptake represents a fundamental physiological process that occurs across various tissues, including adipose tissue, liver, and lungs 19. Macrophages deficient in C/EBPβ show defects in the clearance of surfactant lipoproteins within the lung alveoli, resulting in pulmonary alveolar proteinosis like syndrome 57. However, under pathological conditions associated with metabolic disorders such as atherosclerosis, non-alcoholic fatty liver disease and obesity, the rate of lipid uptake by macrophages often exceeds their lipid processing capacity, leading to the formation of lipid-laden or foamy macrophages that may contribute to disease progression 58-60. While foam cell formation is generally considered a pathophysiological hallmark of disease states, macrophage lipid storage can also serve a protective function by mitigating the lipotoxic effects of lipid-rich environments and associated excessive lipid uptake 19. Notably, in obese adipose tissue, macrophages expressing Trem2 and associated genes involved in phagocytosis and lipid catabolism play a crucial protective role. Trem2 signaling drives the formation of lipid-associated macrophages within crown-like structures in adipose tissue, preventing adipocyte hypertrophy and maintaining systemic lipid homeostasis under obese conditions 58. This Trem2-dependent macrophage population exhibits conserved protective functions across multiple organs in various lipid disorder conditions. In the context of postprandial lipid metabolism, esculetin-mediated upregulation of CD36 expression may enhance lipid uptake and potentially promote foam cell formation. However, this process likely serves a protective role by accelerating lipid clearance and reducing the lipotoxic burden in lipid-rich environments. This mechanism represents an adaptive response that contributes to overall metabolic homeostasis and tissue protection. In our study, we specifically focus on the role of CD36 regulation by esculetin in managing excessive postprandial lipids under normal physiological conditions. We emphasize that the beneficial effects of esculetin are context-dependent, and further long-term studies are needed to fully understand its impact on lipid metabolism.

The macrophage liver X receptor α (LXRα) encoded by *Nr1h3* is a key transcription factor which controls the transcriptional regulation of lipid metabolism-associated genes involved in cholesterol uptake, efflux, transport, and excretion in multiple tissues. However, ATMs do not express LXRα 18,55,61; the key regulator of postprandial cholesterol circulation in ATMs is therefore still not well understood. Although this work lacks* in vivo* studies to confirm esculetin-induced elevation of HDL is due to the activation of C/EBPβ in ATMs, since the specific depletion of C/EBPβ in resident ATMs is technically difficult, our data suggested that C/EBPβ is expressed in ATMs and C/EBPβ controlled the uptake of lipid by macrophages, which is involved in the regulation of lipid metabolism and HDL generation.

Previous reports also suggested that C/EBPβ was expressed in myeloid cells, regulates the activation and/or differentiation of macrophages 62,63, and regulates lipid homeostasis during atherogenesis 64. Additionally, the direct binding of esculetin to C/EBPβ and the functional role of C/EBPβ in esculetin-induced uptake of lipid were confirmed, indicating that activation of C/EBPβ could enhance the uptake of lipid and lipid metabolism. Further, esculetin increased the accessibility of TSS regions on *Cd36*, *Cebpb* and *Nceh1*, binding by C/EBPβ, and esculetin-induced accessible chromatin alteration was highly enriched in the motif of C/EBPβ, suggesting that esculetin-induced dynamic epigenetic changes were controlled by C/EBPβ. Consistently, C/EBPβ was reported to regulate the lipid-induced epigenomic changes in macrophages including binding to *Cd36* and *PPAP2B* 54. Thus, we think that the expression of C/EBPβ in ATMs could be a key target transcription factor of esculetin controlling gene expression of lipid metabolism, especially the uptake of lipid, an initial stage of postprandial lipid circulation.

CD36 plays roles in regulating lipid metabolism, including regulation of dietary lipid clearance 23, maintenance of lipid utilization, lipid storage and lipolysis 65, and control of pro- and anti-inflammatory effects 66,67. Deficiency of CD36 could impair the clearance of lipoprotein lipase-mediated triglyceride 68, chylomicrons 21 and oxidized LDL 69, indicating the importance of CD36 in controlling the clearance of dietary lipid intake and reducing the risk of atherosclerosis. Furthermore, although the expression of CD36 was observed in various cell types and various tissues 70,71, the roles of CD36 differ according to different tissues. While conditional knockout models of CD36 could provide additional mechanistic insights, the broad expression of CD36 across multiple cell types and tissues poses a significant challenge in interpreting tissue-specific effects. CD36 is not only expressed in adipose tissue macrophages but also in other macrophages types involved in lipid metabolism 66. Therefore, even a conditional knockout approach may not fully isolate the contribution of ATMs CD36 to esculetin-regulated postprandial lipid metabolism. Our use of SSO provides a more targeted approach to validate CD36's necessity in this context. Future studies could explore advanced genetic tools or cell-type-specific delivery systems to further dissect the tissue-specific roles of CD36 in lipid metabolism. Esculetin was found to induce an increase in CD36^+^ macrophage subsets specifically in adipose tissue but not in the liver, and esculetin elevates HDL level in an eWAT dependent manner. Similarly, a high-fat meal has been shown to elevate CD36^+^ Tim4^+^ ATMs, which contribute to increased postprandial HDL levels but not Tim4^+^ liver Kupffer cells and peritoneal cavity macrophages 18 Adipose tissue adapts to food intake and hydrolyzes chylomicrons to release large amounts of lipid, which might suggest that ATMs specialize in the initiation of HDL-mediated RCT.

Pitavastatin has been demonstrated to downregulate CD36 expression through PPARγ inhibition in oxLDL-treated macrophage models 72. However, existing studies indicate that pitavastatin primarily enhances HDL levels by targeting apolipoprotein A-I (apoA-I) and ABCA1 in hepatocytes and intestinal cells, as well as by reducing endothelial lipase expression 73,74. Importantly, unlike the postprandial hyperlipidemia scenario described in our study, pitavastatin's HDL-elevating effects typically manifest after 4-6 weeks of treatment in dyslipidemic conditions 75. While both pitavastatin and esculetin demonstrated HDL-elevating effects in our study, it is crucial to emphasize that their mechanisms of action are fundamentally distinct. Notably, there is no established literature linking pitavastatin's CD36 downregulation to HDL production. In contrast, esculetin enhances CD36 expression in adipose tissue macrophages, thereby accelerating postprandial lipid metabolism and HDL generation. This mechanistic difference highlights that the effects of pitavastatin and esculetin on CD36 are involved in distinct biological processes. These results strongly support our conclusion that esculetin's HDL-elevating mechanism via CD36 operates through a pathway that is entirely separate from that of pitavastatin. Thus, our data suggested that CD36-mediated phagocytosis of ATMs is beneficial for cholesterol circulation after a high fat meal intake under physiological conditions. By promoting CD36-mediated uptake of lipid in ATMs, esculetin may exert benefits for maintaining postprandial homeostasis and postprandial dyslipidemia.

Role of HDL cholesterol as a substrate pool for bile acid precursors, does not directly drive the conversion of cholesterol to bile acids. The rate-limiting enzymatic conversion mediated by hepatic CYP7A1/CYP7B1 52,76. Thus, esculetin may simultaneously engage eWAT-mediated HDL biogenesis and hepatic-intrinsic pathways to optimize postprandial lipid metabolism; while eWAT-derived HDL expands the mobilizable cholesterol pool, the liver autonomously regulates its conversion to bile acids based on metabolic demand. This compartmentalized regulation explains why bile acid accumulation remains intact despite eWAT removal. Therefore, our findings suggest that increased HDL produced by ATMs may provide additional substrate for bile acid synthesis, thereby promoting postprandial lipid circulation.

## Conclusions

This study suggests that esculetin may elevate postprandial HDL levels and accelerate postprandial cholesterol circulation and excretion, potentially through increased CD36-mediated phagocytosis of ATMs and activation of C/EBPβ.

## Supplementary Material

Supplementary figures and table.

## Figures and Tables

**Figure 1:**
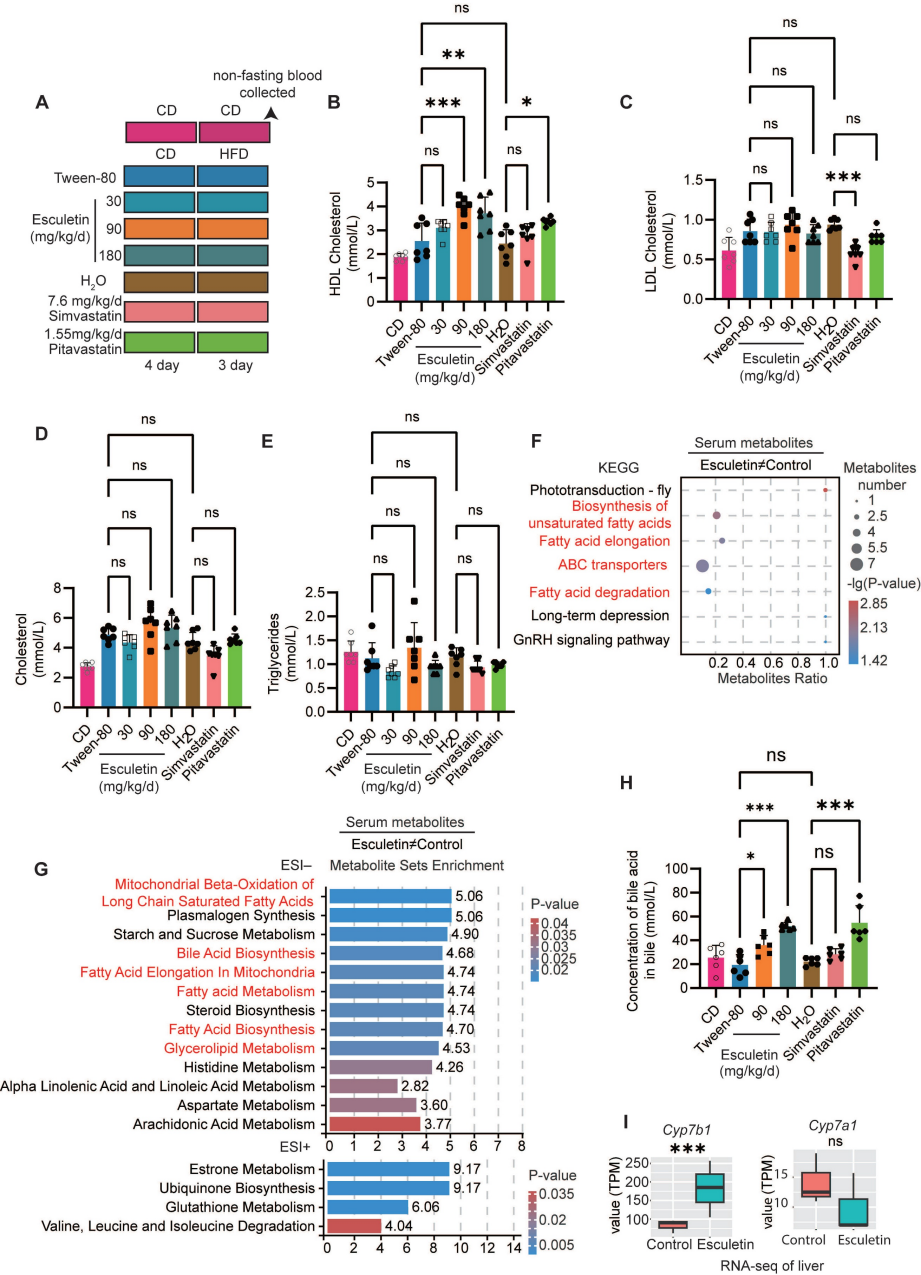
** Esculetin increases postprandial HDL cholesterol levels and enhances HDL-mediated cholesterol excretion. (A)** Schematic representation of the experimental design, including mouse treatments and sample collection procedures. Mice were administered esculetin, simvastatin, pitavastatin, or a vehicle control (Tween-80 or H_2_O) via oral gavage for 7 days, alongside 3 days of high-fat diet feeding. Negative control mice were fed a control diet. **(B-E)** Quantification of postprandial serum lipids. Data points represent individual mice (n = 7) across two independent experiments, analyzed using one-way ANOVA with Tukey's multiple comparisons test. **(F)** Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis was performed on esculetin-induced significantly differentially expressed metabolites (DEMs) (n = 6). **(G)** Metabolite set enrichment analysis. **(H)** Bile acid levels in bile were quantified. Data points represent individual mice (n = 6) across two independent experiments, analyzed using one-way ANOVA with Tukey's multiple comparisons test. **(I)** Transcription levels of *Cyp7a1* and *Cyp7b1*, expressed as transcripts per kilobase million (TPM), were quantified by RNA-seq analysis of liver samples from high-fat diet-fed mice treated with a control or 90 mg/kg/day esculetin (n = 3).

**Figure 2:**
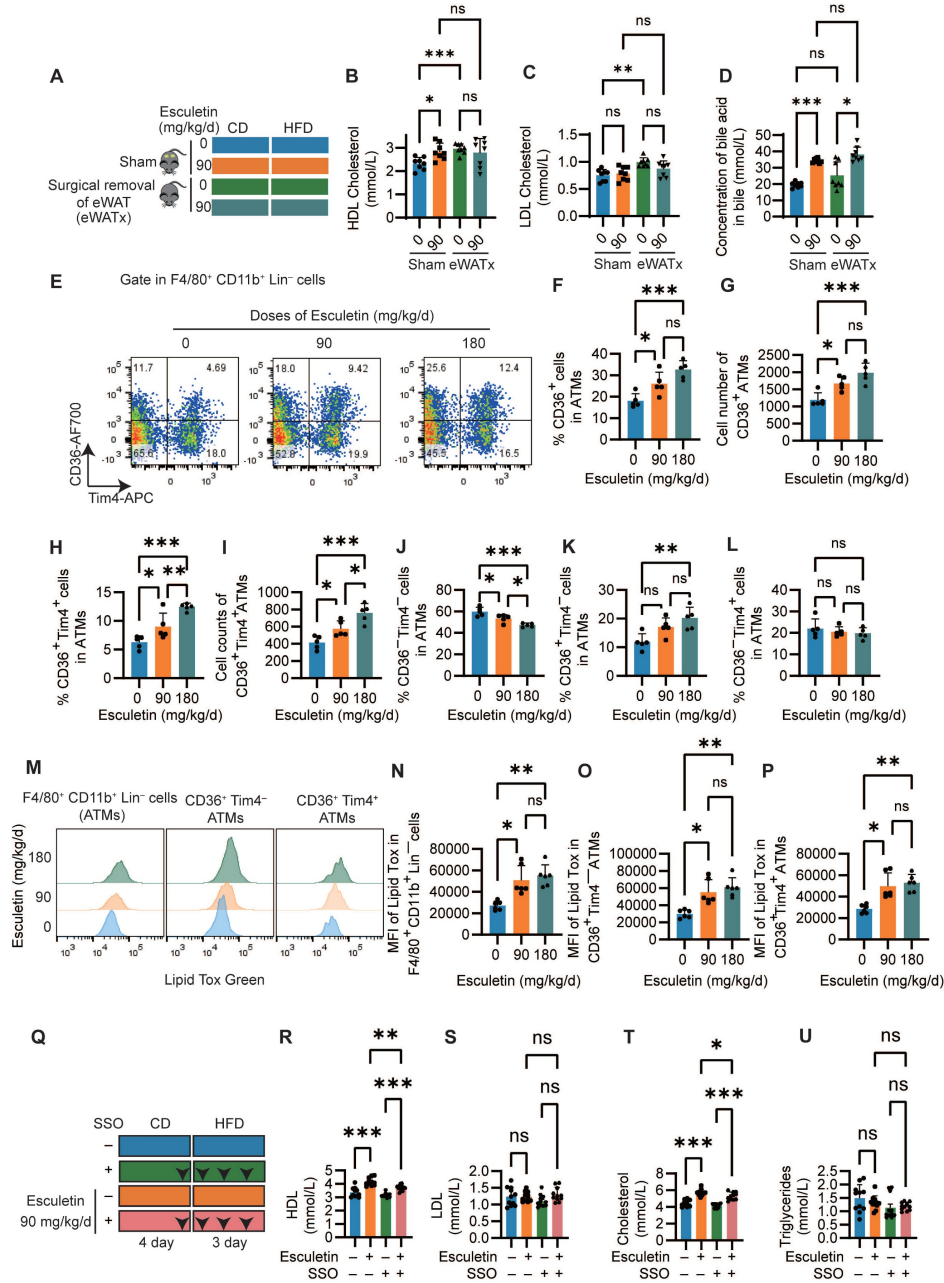
** Esculetin elevates HDL levels in an eWAT-dependent manner by promoting CD36-mediated phagocytosis in ATMs. (A)** Schematic representation of the experimental design. Sham surgery and epididymal white adipose tissue removal (eWATx) were performed on the mice. The mice were then treated with either a 0 or 90 mg/kg/day of esculetin for 7 days, along with 3 days of high-fat diet feeding as above. **(B, C)** Quantification of postprandial serum lipids. **(D)** Bile acid levels in bile were quantified. Data points represent individual mice (n = 8) across two independent experiments. The P values were calculated using the Brown-Forsythe ANOVA test with Dunnett's T3 multiple comparisons test (B, D), one-way ANOVA with Tukey's multiple comparisons test (C). (**E**) Representative plots indicating CD36 and Tim4-defined ATM subsets. (**F-L**) Quantification of frequency and cell counts per mouse of the indicated ATM subsets. Data points in graphs represent individual mice (n = 5) over two independent experiments, analyzed by one-way ANOVA with Tukey's multiple comparisons test. (**M**) Representative flow cytometry plots show the intensity of LipidTOX in ATM subsets. (**N-P**) Quantification of LipidTOX intensity in specified ATM subsets. Data points in graphs represent individual mice (n = 6) over two independent experiments, analyzed by Kruskal-Wallis test with Dunn's multiple comparisons. (**Q**) Schematic of SSO and esculetin administration timeline. **(R-U)** Serum HDL, total cholesterol, LDL cholesterol and triglycerides. Data points in graphs represent individual mice (n = 11) over two independent experiments analyzed by one-way ANOVA with Tukey's multiple comparisons test.

**Figure 3:**
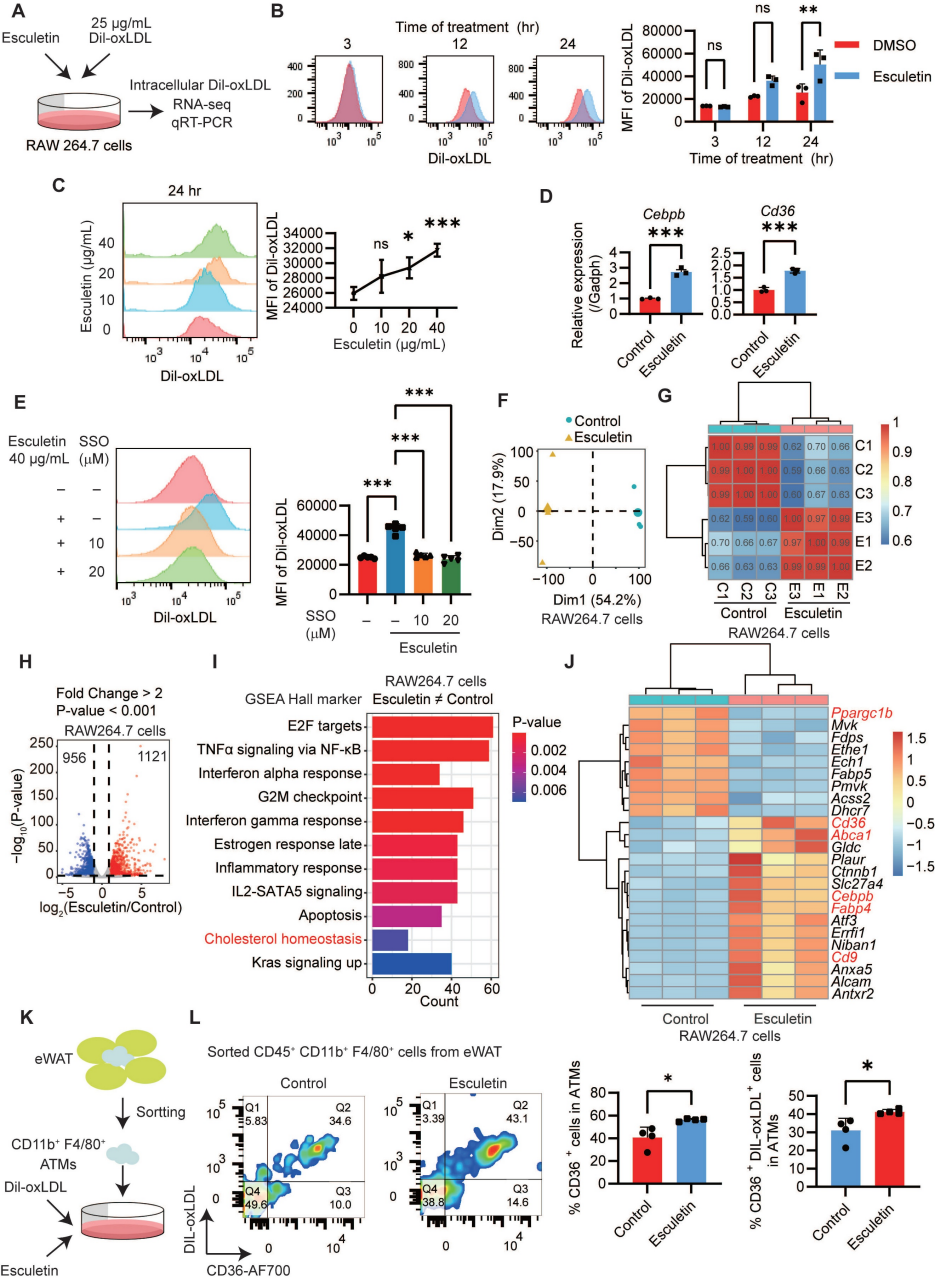
** Esculetin enhances CD36-mediated phagocytosis of macrophages *in vitro*. (A)** Schematic depiction of the experimental setup. RAW264.7 cells were treated with 25 g/mL DIL-oxLDL and esculetin at the indicated concentrations for 3 to 24 h. (**B and C**) Quantification of DIL-oxLDL uptake by flow cytometry at specified timepoints and doses in RAW264. 7 cells. Data points in graphs represent individual independent experiments (n = 3) analyzed by two-way ANOVA with Šídák's multiple comparisons test (B) or one-way ANOVA with Dunnett's multiple comparisons test (C). (**D**) qRT-PCR analysis of *Cd36* and *Cebpb* mRNA expression. Data points in graphs represent individual independent experiments (n = 3) analyzed by unpaired t test. (**E**) DIL-oxLDL uptake following SSO treatment. Data points in graphs represent individual independent experiments (n = 5) analyzed by one-way ANOVA with Tukey's multiple comparisons test. (**F-J**) RNA sequencing of RAW264.7 cells treated with DIL-oxLDL as well as 0 or 40 μg/mL esculetin for 24 h (n = 3). (**F**) Principal component analysis (PCA) plot. (**G**) *Pearson* correlation coefficients among all the RAW264.7 cells treated with or without esculetin. (**H**) Volcano plot of esculetin-induced significantly differentially expressed genes (DEGs). (**I**) Gene set enrichment analysis (GSEA). (**J**) Heatmap of esculetin-induced cholesterol homeostasis-associated DEGs. **(K)** CD11b^+^ F4/80^+^ cells were sorted from eWAT and treated with 25 g/mL DIL-oxLDL and either 0 or 40 µg/mL esculetin for 24 h. **(L)** The percentage of the indicated cell population was quantified by flow cytometry, and representative flow cytometry plots are shown. Data points represent individual experiments (n = 4), analyzed using an unpaired t-test.

**Figure 4:**
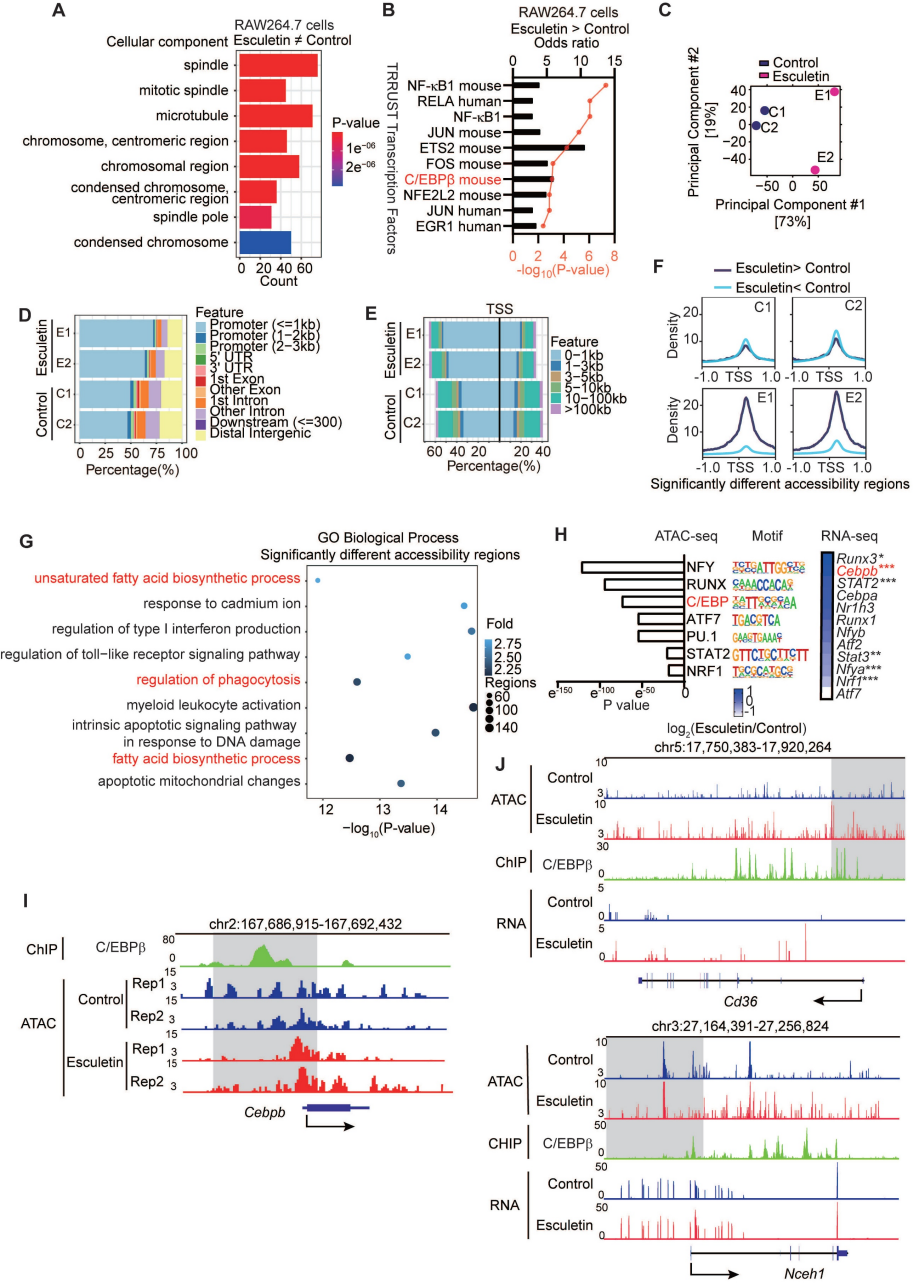
** Esculetin Modulates C/EBPβ-Mediated Epigenetic Landscape Alterations. (A)** Gene ontology (GO) term enrichment analysis of esculetin-induced significantly differentially expressed genes (DEGs) in DIL-oxLDL-treated RAW264.7 cells was performed.** (B)** Esculetin-induced significantly upregulated genes in DIL-oxLDL-treated RAW264.7 were used for enrichment analysis against TRRUST transcription factor gene sets. **(C-J)** ATAC-seq was conducted using RAW264.7 cells stimulated with 25 µg/mL DIL-oxLDL and either 0 or 40 µg/mL esculetin for 24 h (n = 2). **(C)** Principal component analysis (PCA) plot. **(D and E)** The peak distribution among typical regions in individual samples. **(F)** The peak distribution of esculetin-induced significantly different accessibility regions. **(G)** GO term enrichment analysis of esculetin-induced significantly different accessibility regions. **(H)** Homer motif enrichment of esculetin-induced significantly different accessibility regions and the heat map of the enrichment motif-associated genes. **(I)** The representative plot of ATAC-seq and Chip-seq of C/EBP on the loci of *Cebpb*.** (J)** The representative plot of ATAC-seq, RNA-seq, and ChIP-seq of C/EBP for *Cd36* and *Nceh1*. The Chip-seq of C/EBP data was obtained from GSE173970.

**Figure 5:**
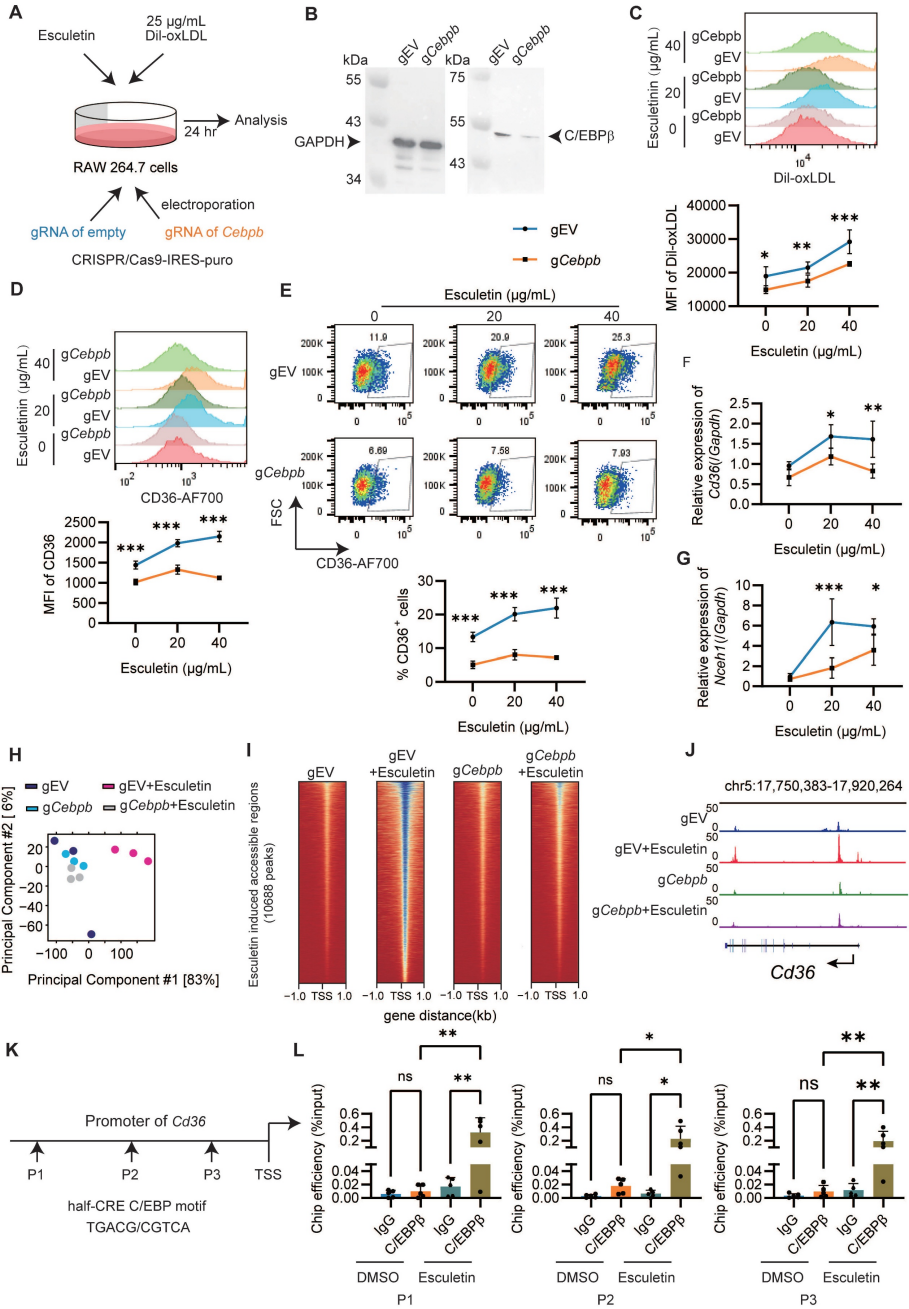
** Esculetin enhances the CD36-mediated phagocytosis of macrophages via C/EBPβ. (A)** Schematic depiction of the experimental setup.** (B)** Western blot of C/EBPβ knockdown efficiency in RAW264.7 cells transfected with empty or *Cebpb* gRNA. One representative out of three similar experiments is displayed.** (C)** Representative flow cytometry plots and quantification of DIL-oxLDL intensity in RAW264.7 cells. (**D**) Representative flow cytometry plots and quantification of CD36 intensity in RAW264.7 cells. (**E**) Percentage of CD36^+^ RAW264.7 cells. mRNA expression of *Cd36* (**F**) and *Nceh1* (**G**) by qRT-PCR. Graphs show mean ± SD of n = 3 experiments, analyzed by two-way ANOVA with Šídák's test.** (H-J)** ATAC-seq was conducted using RAW264.7 cells transfected with empty or *Cebpb* gRNA stimulated with 25 µg/mL DIL-oxLDL and either 0 or 40 µg/mL esculetin for 24 h (n = 3)**. (H)** PCA plot. **(I)** The peak distribution heatmap of esculetin-induced accessible regions.** (J)** The representative plot of ATAC-seq on the loci of *Cd36.* **(K)** The primer sets targeted loci on the promoter region of *Cd36* were used for the C/EBPβ ChIP assay. **(L)** The binding efficiency of C/EBPβ at the indicated loci of *Cd36* was quantified by qPCR. Data points represent individual experiments (n = 5), analyzed using one-way ANOVA with Holm-Šídák's multiple comparisons test.

**Figure 6:**
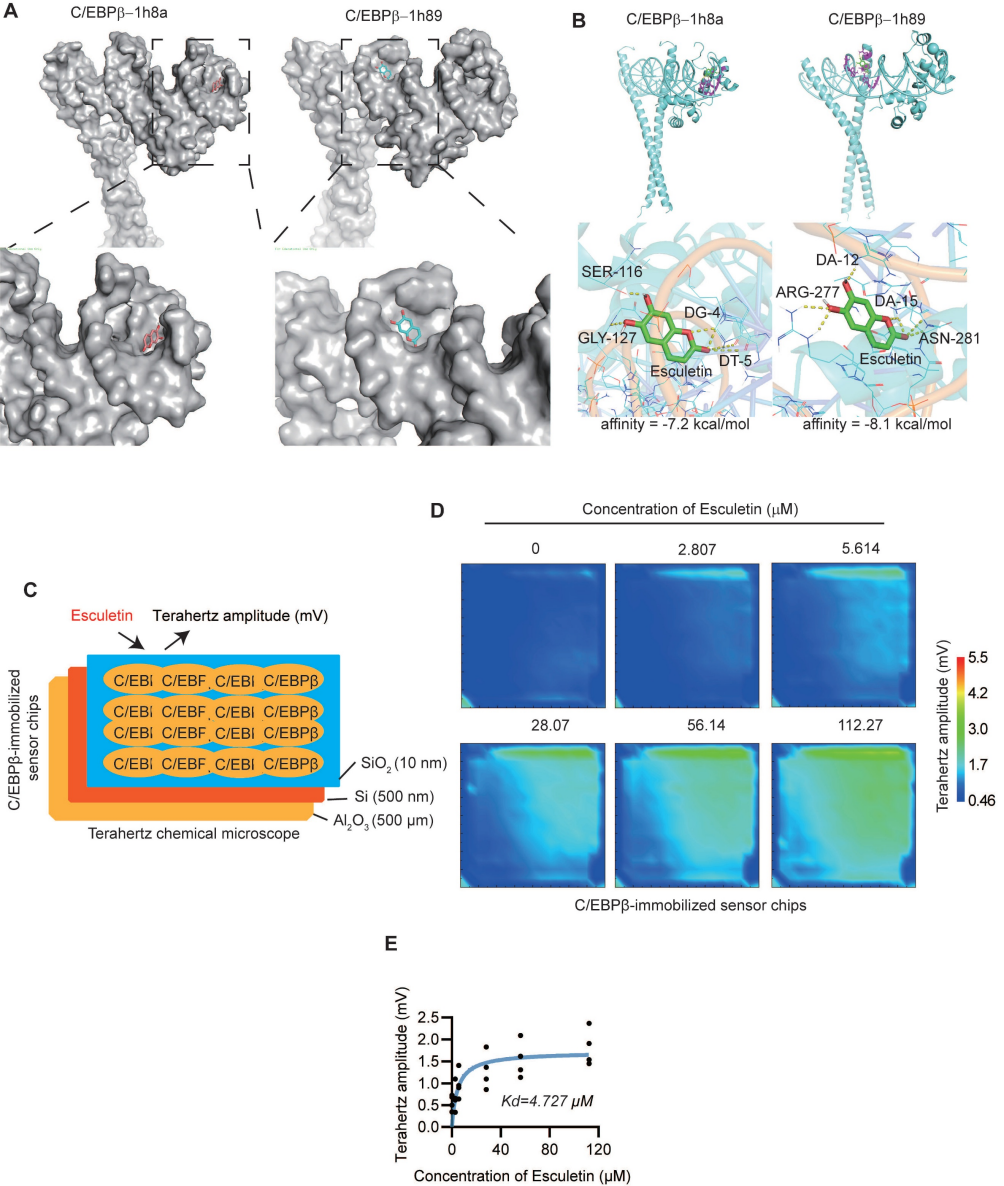
** Esculetin directly interacts with C/EBPβ. (A and B)** Predicted binding modes of esculetin with C/EBPβ (PDB: 1h8a, 1h89). **(C)** Schematic overview of the terahertz chemical microscope assay using a C/EBPβ-immobilized sensor surface.** (D)** Terahertz signals measured on C/EBPβ-immobilized sensor chips with or without the indicated concentrations of esculetin. **(E)** Binding curve analysis of esculetin-C/EBPβ interactions by terahertz chemical microscopy. Kd = 4.727 μM. Data points in graphs represent individual independent experiments (n = 4).

**Figure 7:**
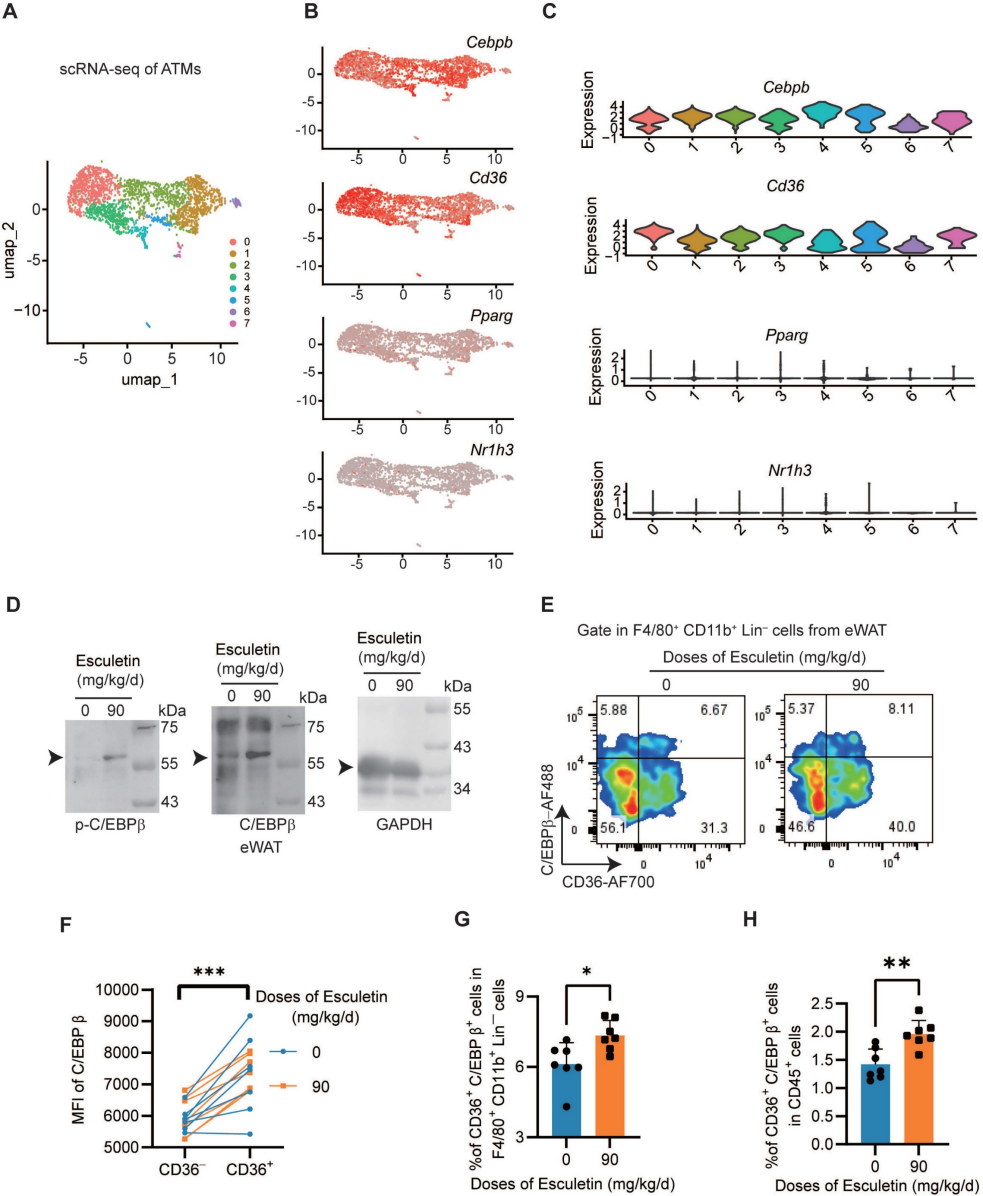
** Esculetin activates C/EBPβ in ATMs. (A)** Unsupervised clustering of ATMs using UMAP, where each dot represents a single cell, colored by cluster assignment. **(B)** Expression profiles of *Cebpb, Cd36, Pparg and Nr1h3* in ATMs. **(C)** Violin plots showing *Cebpb, Cd36, Pparg and Nr1h3* expression by cluster. (**D**) Western blot of C/EBPβ and p-C/EBPβ expression in eWAT of high fat-fed mice with or without esculetin. One representative out of three similar experiments is shown. **(E)** Representative plots indicating CD36 and Tim4-defined ATM subsets, **(F)** The quantification of C/EBPβ intensity in CD36^-^ and CD36^+^ ATMs. Data points in graphs represent individual mice (n = 14) over two independent experiments analyzed by paired t test.** (G, H)** Percentage of CD36^+^C/EBPβ^+^ ATMs in total ATMs and CD45^+^ cells from high fat-fed mouse eWAT with or without esculetin. Data points in graphs show individual mice (n = 7) over 2 experiments, analyzed by unpaired t-test.

## Abbreviations

APTES: (3-aminopropyl) triethoxysilane
ATAC: Chromatin accessibility profiling via assay for transposase-accessible chromatin
ATMs: Adipose tissue macrophages
C/EBPβ: CCAAT enhancer-binding protein beta
CD: control diet
ChIP-seq: chromatin Immunoprecipitation sequencing
DEGs: significantly differentially expressed genes
DEMs: significantly differentially expressed metabolites
ESI: Electrospray ionization
eWAT: Epididymal white adipose tissue
GSEA: gene set enrichment analysis
H&E: hematoxylin and eosin
HDL: High-density lipoprotein
HFD: high-fat diet
HMG-CoA: Hydroxymethylglutaryl coenzyme A
HRP: horseradish peroxidase
IGV: Integrative Genomics Viewer
IHC: Immunohistochemical
KEGG: Kyoto Encyclopedia of Genes and Genomes
LDL: Low-density lipoprotein
MCE: Macrophage cholesterol efflux
MSEA: metabolic set enrichment analysis
OPLS-DA: orthogonal projection to latent structures-discriminant analysis
PLS-DA: partial least squares discriminant analysis
PVDF: polyvinylidene fluoride
qRT-PCR: Real-Time Reverse Transcription PCR
RCT: Reverse cholesterol transport
RPKM: reads per kilobase per million
SDS-PAGE: sodium dodecyl sulfate-polyacrylamide gel electrophoresis
SMPDB: Small Molecule Pathway Database
SSO: Sulfo-N-succinimidyl oleate
TSS: transcription start site
UHPLC-MS/MS: liquid chromatography-tandem mass spectrometry
VIP: Variable importance in the projection

# Supplementary material for: A small molecule esculetin accelerates postprandial lipid clearance involving activation of C/EBPβ and CD36-mediated phagocytosis by adipose tissue macrophages
**Source:** Theranostics. 2025 Apr 28;15(12):5910–30. doi: 10.7150/thno.110207
**Supplement:** Supplementary file 1 — Supplementary figures and table.

# Supporting Information

Figure S1

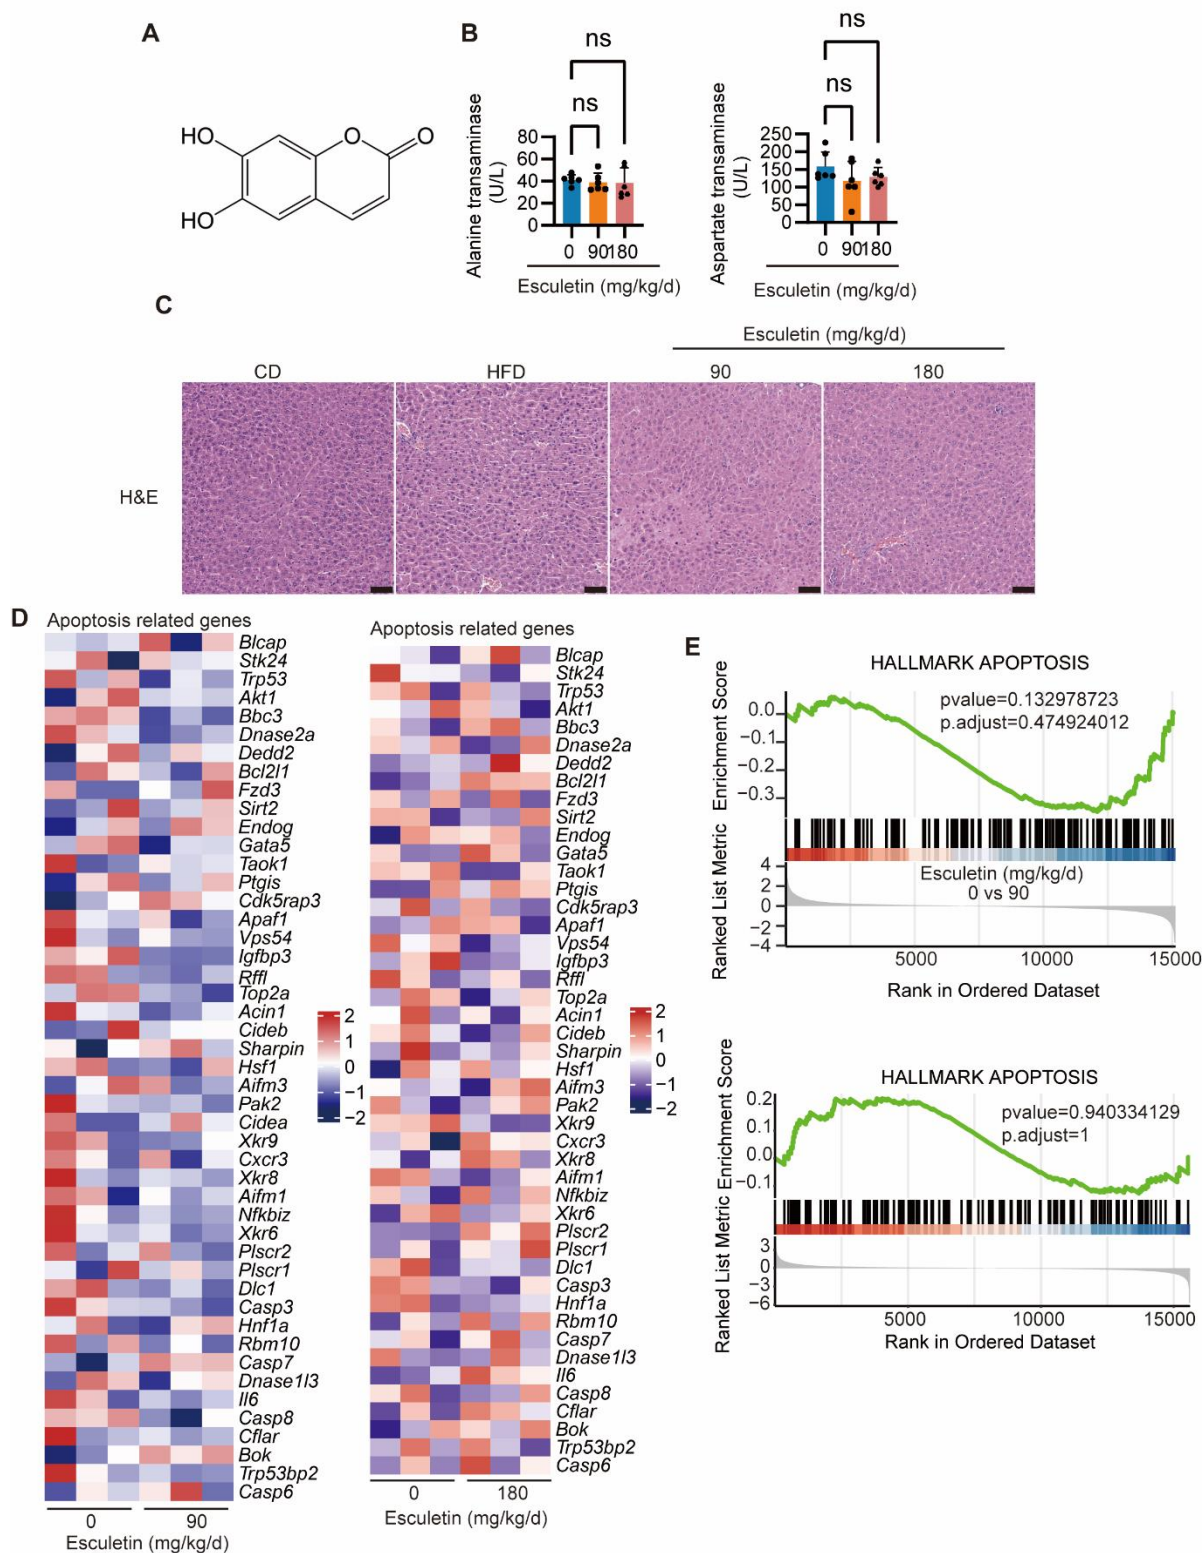

**Figure S1. Esculetin did not exert hepatic toxicity at the doses of 90 and 180 mg/kg/d. (A)** The structure of esculetin. **(B)** The serum levels of liver enzymes alanine aminotransferase (ALT) and aspartate transaminase (AST) in HFD-fed mice with or without esculetin at indicated doses. Data points in graphs show individual mice (n = 7) over 2 experiments, analyzed by one-way ANOVA with Tukey's multiple comparisons test for ALT or Kruskal-Wallis with Dunn's multiple comparisons test for AST. **(C)** Hematoxylin and eosin (H&E) staining of hepatic tissue. **(D)** The heatmap of apoptosis-related genes from the liver. RNA sequencing was performed using the livers from HFD-fed mice with 0, 90, 180 mg/kg/d esculetin treatment (n = 3). One sample contains two mice. **(E)** Gene set enrichment analysis (GSEA) against apoptosis pathway is shown using the RNA sequencing data from the livers.

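The heatmap shows each gene as a row z-score, which is the distance of a library from the mean of its row in units of the standard deviation of that row. Each row that varies therefore has the same standard deviation on the colour scale, however small its change in expression. In the libraries analysed here, the median standard deviation of log2 CPM over the 6 libraries was 0.15 for the 43 genes tested. Bcl2l1 had 21.8 ± 3.08 CPM with vehicle and 30.4 ± 1.81 with esculetin (mean ± SD, n = 3 libraries of 2 mice each). Plscr2 had 28.5 ± 0.222 CPM with vehicle and 36.0 ± 2.46 with esculetin (mean ± SD, n = 3). In both genes every esculetin library was above every vehicle library, which is the most extreme outcome of an exact permutation test of 3 against 3 libraries, where the smallest possible p-value is 0.1. Of the 43 genes tested, the groups did not overlap in 4 genes, and chance gives 10% of genes. The remaining 4 genes of the list, Cidea, Il6, Gata5 and Cxcr3, were close to or under the smallest amount that the depth can show. Cidea had 0 counts in every library, and Il6 had 10 counts over all 6 libraries. Gata5 and Cxcr3 had 31 counts each over the 6 libraries. These 4 genes were left out by the filter on low counts.

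**Figure D2:**
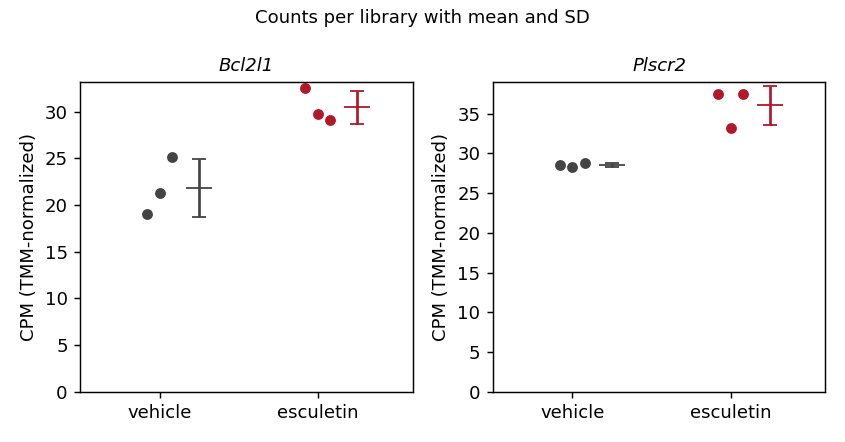
Normalized CPM of Bcl2l1 and Plscr2 (y axis, from 0) in each of the 3 vehicle and 3 esculetin libraries, with the mean and SD beside the points. The means are 21.8 and 30.4 CPM for Bcl2l1 and 28.5 and 36.0 for Plscr2.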

Figure S2

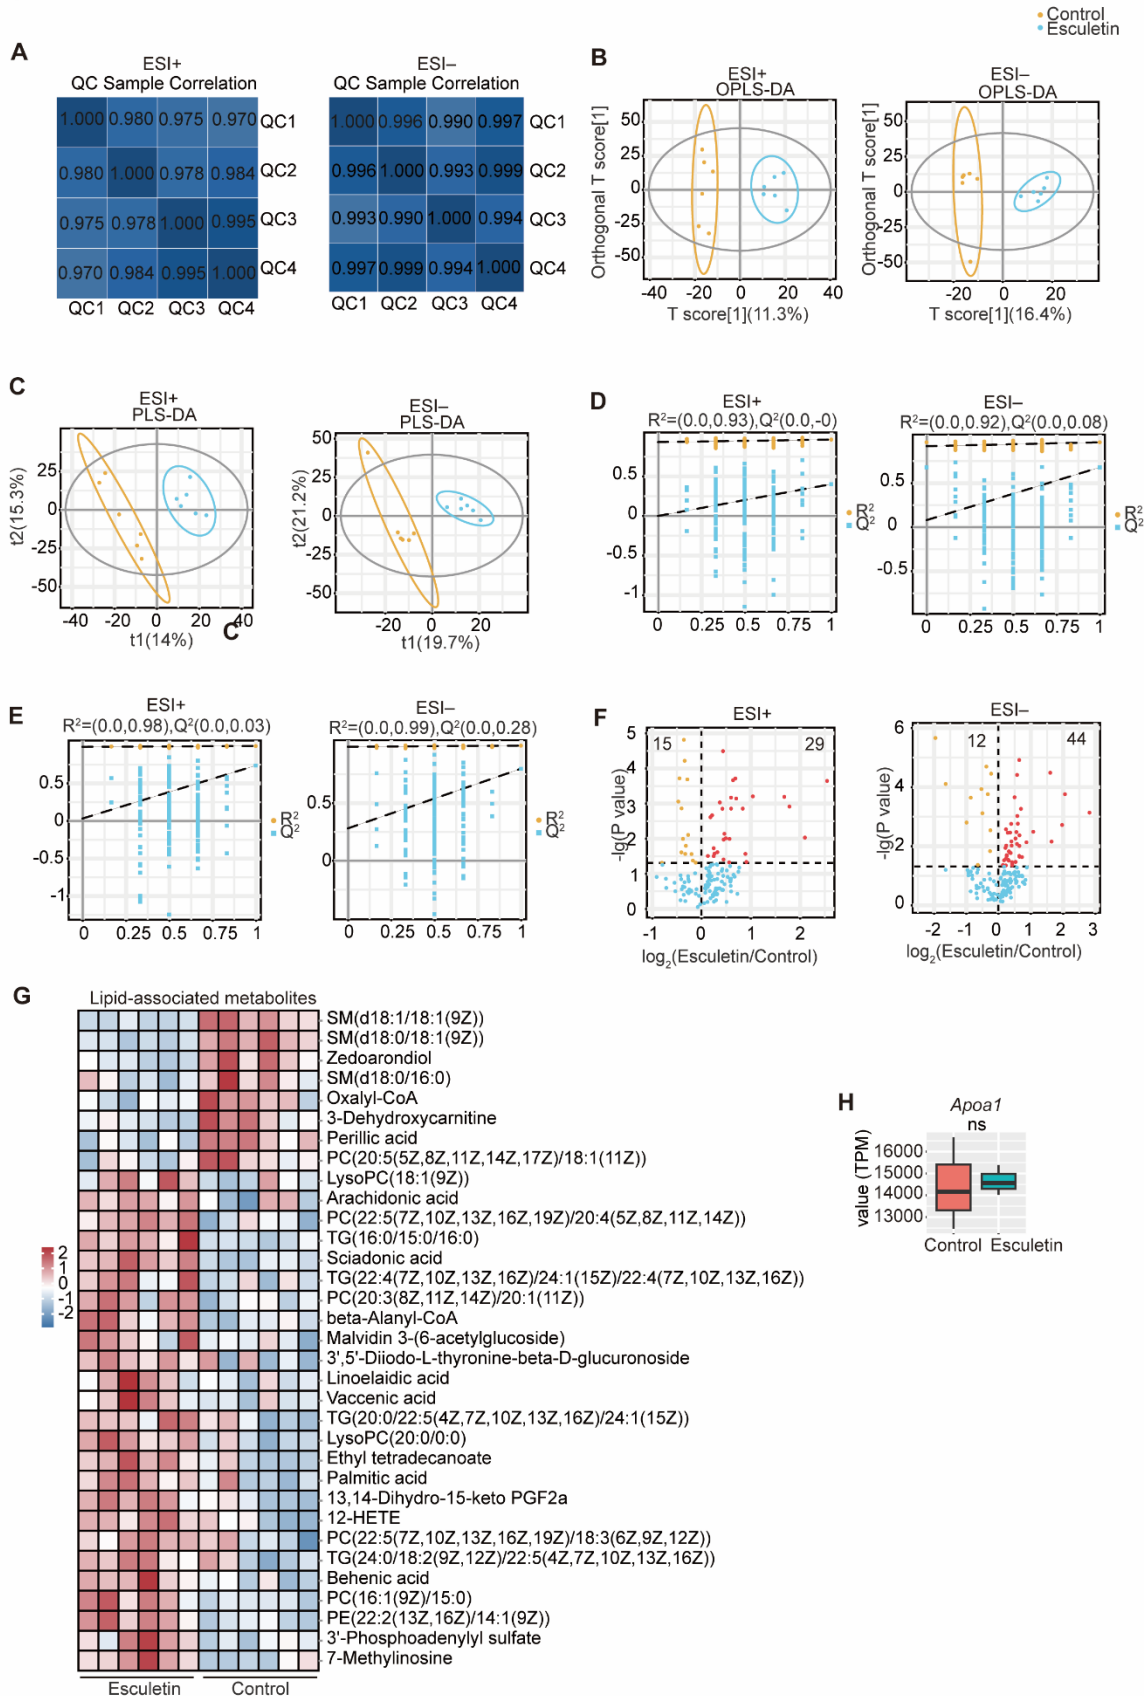

**Figure S2. The multivariate statistical analysis of serum metabolites.** (A) The *Pearson* correlation coefficients among the quality control (QC) samples. (B) Orthogonal projection to latent structures-discriminant analysis (OPLS-DA) score graphs. (C) Partial least squares discriminant analysis (PLS-DA) score graphs. Permutation test results of the OPLS-DA (D) and PLS-DA (E) model in the positive and negative ion modes. (F) The volcano plot of esculetin-induced significantly differentially expressed metabolites (DEMs) identified from positive and negative ion modes (n = 6). (G) Heatmap of lipid-associated metabolites. (H) Transcription levels of *Apoa1*, expressed as transcripts per kilobase million (TPM), were quantified by RNA-seq analysis of liver samples from high-fat diet-fed mice treated with a control or 90 mg/kg/day esculetin (n = 3).

**Figure S3**

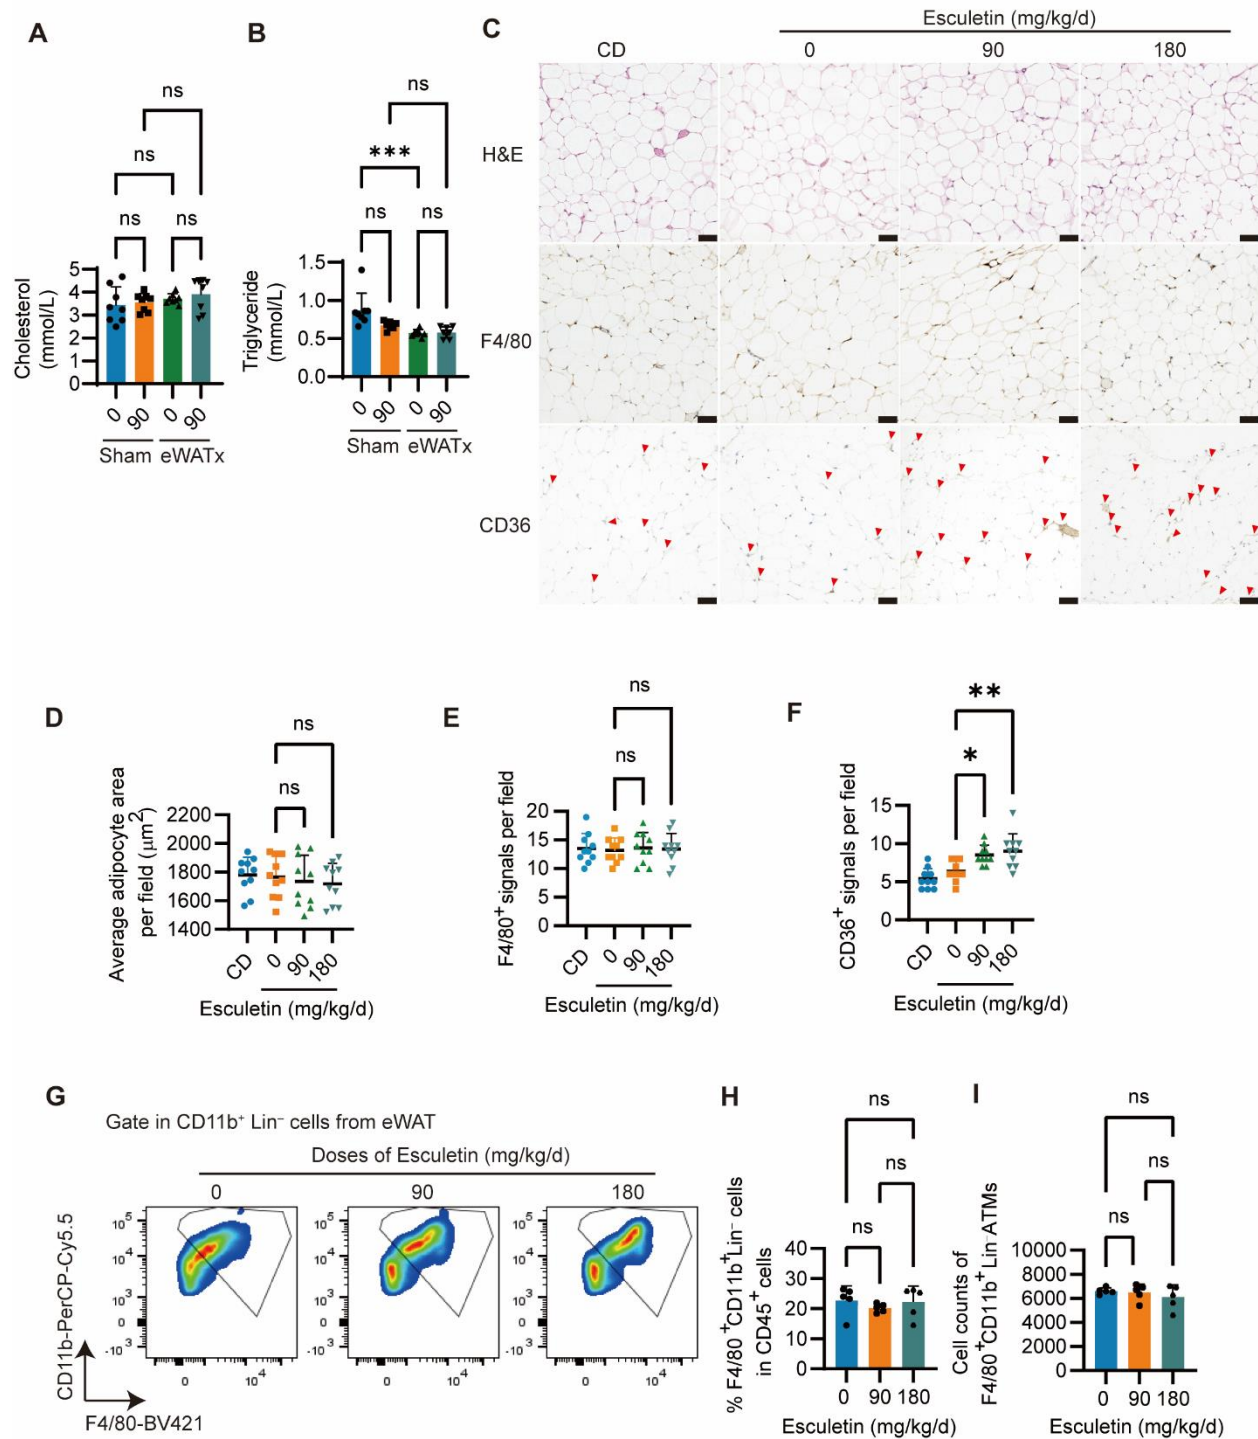

**Figure S3. Quantitative and histological analysis of lipid metabolism and adipose tissue macrophage in eWAT with Esculetin treatment. (A, B)** Quantification of postprandial serum Cholesterol and Triglycerides. **(C)** Hematoxylin and eosin (H&E) staining and

immunohistochemistry (IHC) of F4/80 and CD36 in eWATs. Scale bar, 50  $\mu$ m. **(D)** The average adipocyte area per field was quantified. **(E)** F4/80<sup>+</sup> cells per field were quantified. **(F)** CD36<sup>+</sup> cells per field were quantified. Arrow indicated the positive signals. Data points represent individual fields (n = 9) from 3 mice across two independent experiments. **(G)** Representative flow cytometry plots of F4/80<sup>+</sup> CD11b<sup>+</sup> macrophage gating in CD11b<sup>+</sup> Lineage<sup>-</sup> cells from epididymal white adipose tissue (eWAT). The lineage markers used include CD19, TCR $\beta$ , Ly-6G, and Ly-6C. **(H)** Percentage of F4/80<sup>+</sup> CD11b<sup>+</sup> Lineage<sup>-</sup> macrophages among CD45<sup>+</sup> cells in eWAT. **(I)** Absolute counts of F4/80<sup>+</sup> CD11b<sup>+</sup> macrophages per mouse. Statistical analysis was performed using one-way ANOVA with Tukey's multiple comparisons test (A, D-F, H-I), and the Kruskal-Wallis test with Dunn's multiple comparisons test (B).

Figure S4

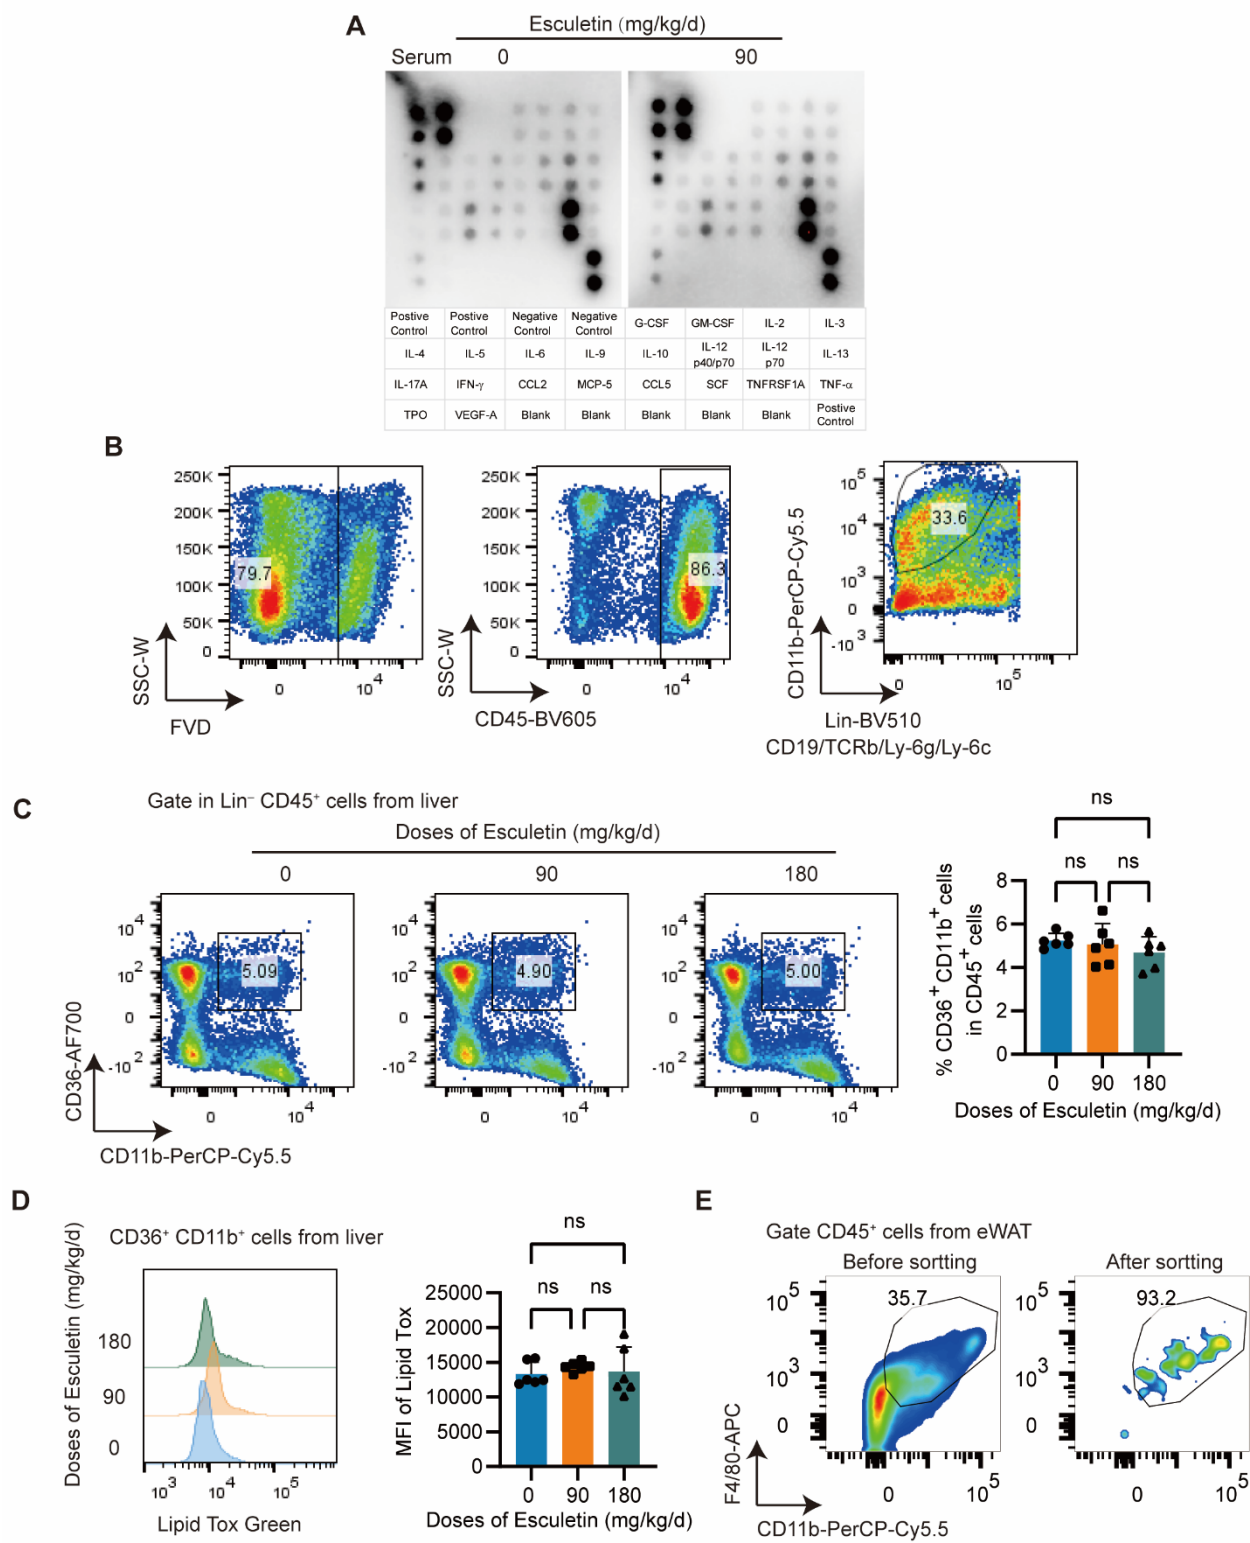

**Figure S4. Esculetin did not change the macrophages subsets from liver.** (A) Representative image of cytokine/chemokine antibody array using serum from HFD-fed mice treated with either

0 or 90 mg/kg/day of esculetin. One representative out of two similar experiments is displayed. One sample contains three mice. **(B)** Representative gating strategies of flow cytometry analysis. **(C)** The percentages of CD36<sup>+</sup> CD11b<sup>+</sup> cells in CD45<sup>+</sup> cells from liver. Data points represent individual mice (n = 6) over two experiments, analyzed by ANOVA with Tukey's multiple comparisons test. **(D)** Mean fluorescence intensity (MFI) of LipidTOX in CD36<sup>+</sup> CD11b<sup>+</sup> cells from liver. Data points represent individual mice (n = 6) over two experiments, analyzed by Kruskal-Wallis with Dunn's multiple comparisons test. **(E)** Representative flow cytometry of ATMs before and after sorting.

**Figure S5**

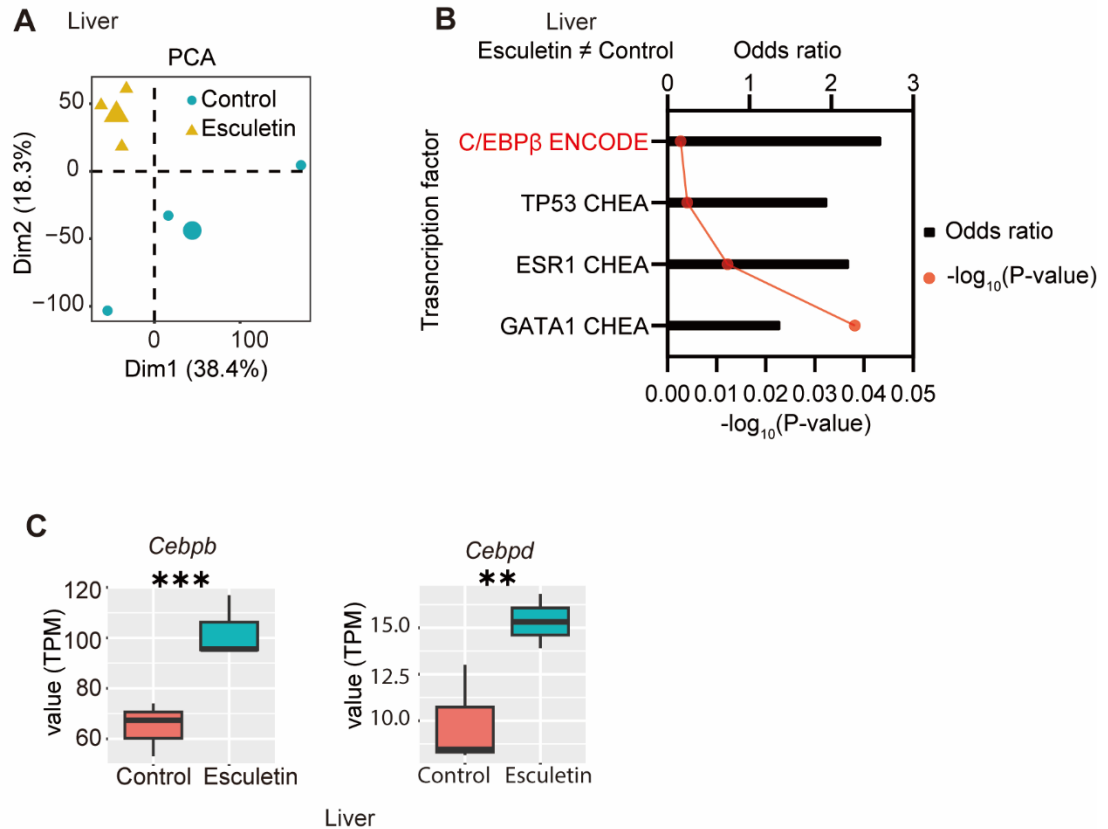

**Figure S5. C/EBP $\beta$ -target genes were significantly enriched in esculetin-induced differentially expressed genes in livers.** RNA sequencing was performed using the livers from HFD-fed mice with or without 90 mg/kg/d esculetin treatment ( $n = 3$ ). One sample contains two mice. **(A)** Principal component analysis plot is shown. **(B)** Esculetin-induced significantly differentially expressed genes (DEGs) were used for enrichment analysis against TRRUST transcription factor gene sets. **(C)** The expression levels of *Cebpb* and *Cebpd* in livers were quantified by RNA-seq.

Figure S6

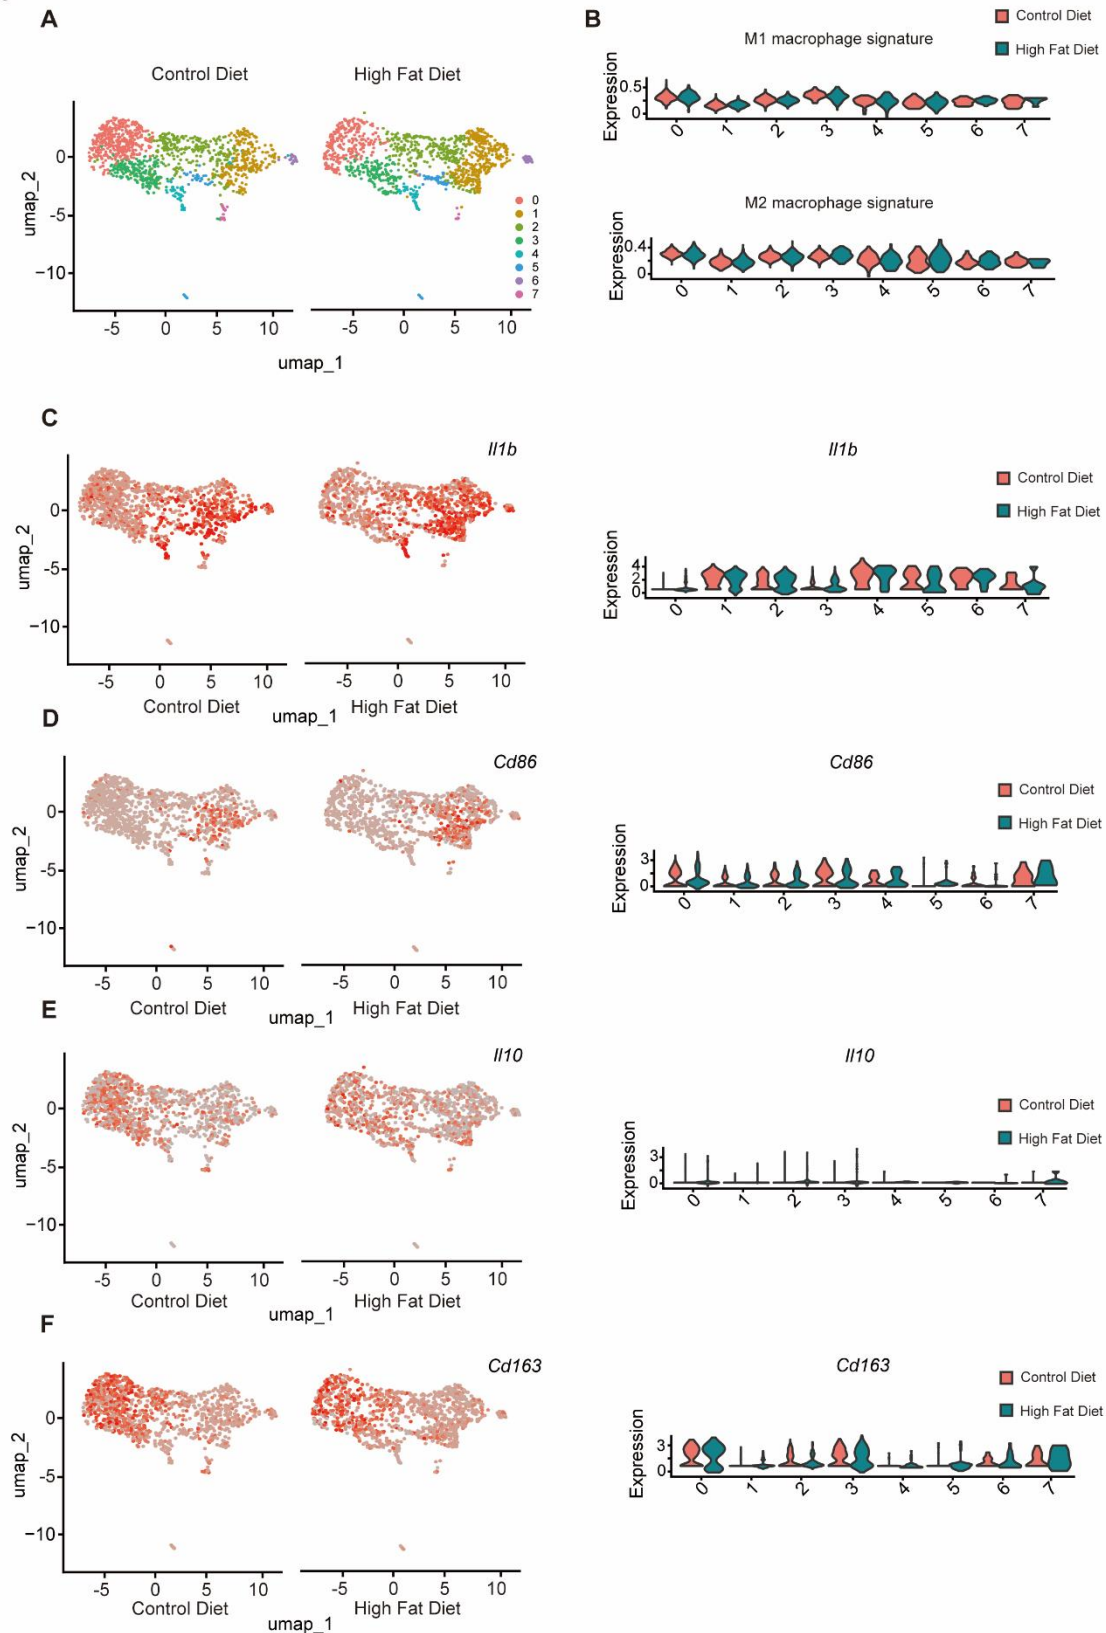

**Figure S6. Expression profiles of M1/M2 macrophage markers in postprandial high-fat diet-induced macrophages.** (A) Unsupervised clustering of ATMs using UMAP, where each dot represents a single cell, colored by cluster assignment, with separate groupings for control diet and high-fat diet conditions. (B) Violin plots showing the expression patterns of M1/M2 macrophage signature gene sets across different clusters and groups. (C-F) Dot plots and violin plots showing the cluster and group-specific expression profile of *Il1b*, *Cd86*, *Il10*, and *Cd163*, respectively.

**Figure S7**

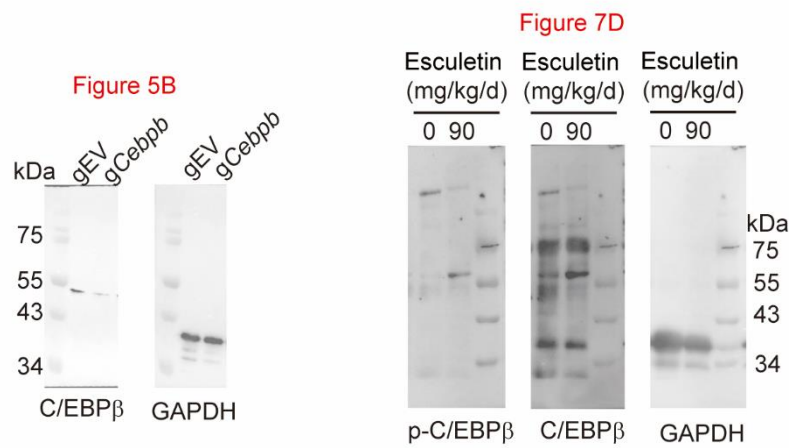

**Figure S7. Whole gel images of Western blot analysis.**

## Supplementary Tables

**Table S1. Key resources table**

| Reagent or resource                                         | Identifier | Source        |
|-------------------------------------------------------------|------------|---------------|
| <b>Antibodies</b>                                           |            |               |
| Brilliant Violet 605 anti-mouse CD45 Antibody               | 103155     | Biolegend     |
| Brilliant Violet 510 anti-mouse CD19 Antibody               | 115545     | Biolegend     |
| Brilliant Violet 510 anti-mouse TCR $\beta$ chain Antibody  | 109233     | Biolegend     |
| Brilliant Violet 510 anti-mouse Ly-6G Antibody              | 127633     | Biolegend     |
| Brilliant Violet 510 anti-mouse Ly-6G/Ly-6C (Gr-1) Antibody | 108457     | Biolegend     |
| PerCP/Cyanine5.5 anti-mouse/human CD11b Antibody            | 101228     | Biolegend     |
| Alexa Fluor 700 CD36 Monoclonal Antibody (HM36)             | 56-0362-82 | Thermo Fisher |
| Brilliant Violet 421 anti-mouse F4/80 Antibody              | 123131     | Biolegend     |
| APC anti-mouse Tim-4 Antibody                               | 130022     | Biolegend     |
| C/EBPB Rabbit pAb                                           | A0711      | Abclonal      |
| Phospho-C/EBPB-T235 Rabbit pAb                              | AP1055     | Abclonal      |
| Anti -F4/80 Rabbit pAb                                      | GB113373   | Servicebio    |
| GAPDH Mouse mAb                                             | AC033      | Abclonal      |
| CD36 antibody                                               | sc-7309    | Santa Cruz    |
| Goat anti-Rabbit IgG Secondary Antibody, HRP                | GB23303    | Servicebio    |
| Goat anti-Rabbit IgG Secondary Antibody, Alexa Fluor 488    | A-11008    | Thermo Fisher |
| C/EBPB antibody (H-7) for ChIP                              | sc-7962    | SCBT          |
| Mouse IgG antibody                                          | sc-52336   | SCBT          |
| <b>Chemicals, kit and buffer</b>                            |            |               |
| Esculetin                                                   | D77970     | ACMEC         |
| Simvastatin                                                 | H20084420  | Xinqi         |

|                                                                 |                    |                            |
|-----------------------------------------------------------------|--------------------|----------------------------|
| Pitavastatin                                                    | H20193061          | Salubris                   |
| Tween-80                                                        | T8360              | Solarbio                   |
| Sulfo-N-succinimidyl oleate                                     | HY-112847A         | MedChemExpress             |
| Puromycin dihydrochloride                                       | HY-B1743A          | MedChemExpress             |
| Dimethyl sulfoxide                                              | D8371              | Solarbio                   |
| Methanol (LC-MS grade)                                          | CAEQ-4-000306-4000 | Anpel                      |
| Acetonitrile (LC-MS grade)                                      | CAEQ-4-000308-4000 | Anpel                      |
| Ammonium ethanoate (LC-MS grade)                                | 73594              | Sigma                      |
| Ammonium hydroxide (LC-MS grade)                                | 60-046-886         | Fisher Scientific          |
| Dulbecco's Modified Eagle Medium                                | PM150210           | Procell                    |
| Fetal Bovine Serum                                              | 164210-50          | Procell                    |
| Penicillin and streptomycin                                     | PB180120           | Procell                    |
| DIL-ox-LDL                                                      | YB-0010            | Yiyuan Biotechnologies     |
| Collagenase D                                                   | 11088866001        | Roche                      |
| Liberase                                                        | 5401127001         | Roche                      |
| Dnase I                                                         | D5025              | Lablead                    |
| Percoll                                                         | 17089101           | Cytiva                     |
| Prestained Protein marker                                       | P1018              | Lablead                    |
| WesternBright ECL HRP substrate                                 | K-12045-D50        | Advansta                   |
| FcR blocking reagent                                            | 130-092-575        | Miltenyibiotec             |
| Fixable Viability Dye eFluor 780                                | 65-0865-14         | Thermo Fisher              |
| RPMI 1640                                                       | L210KJ             | Basalmedia<br>Technologies |
| Fetal bovine serum for flow cytometry                           | C4055L1050         | Life-ilab                  |
| eBioscience Foxp3 / Transcription<br>Factor Staining Buffer Set | 00-5523-00         | Invitrogen                 |
| IC fixation buffer                                              | 00-8222-49         | Invitrogen                 |
| Lipid Tox Green Neutral Lipid Stain                             | H34475             | Thermo Fisher              |
| Trizol                                                          | 15596026           | Thermo Fisher              |
| Nebnext Ultra RNA Library Prep Kit<br>for Illumina              | E7530              | New England Biolabs        |
| TruePrep DNA Library Prep kit V2 for<br>Illumina                | TD501              | Vazyme                     |
| Qiagen PCR purification kit                                     | 28104              | Qiagen                     |
| NEBNext Ultra II Q5 Master Mix                                  | M0544              | New England Biolabs        |

|                                                    |                      |                              |
|----------------------------------------------------|----------------------|------------------------------|
| NovoNGS Index Kit for Illumina                     | N239                 | novoprotein                  |
| Qiagen MiniElute Reaction Cleanup Kit              | 28206                | Qiagen                       |
| RNA-direct SYBR Green Real time PCR Master Mix     | QRT-201 100          | TOYOBO                       |
| DAB staining kit                                   | G1212                | Servicebio                   |
| H&E staining kit                                   | G1076                | Servicebio                   |
| Human C/EBP $\beta$ recombinant protein            | P17676               | Raybiotech                   |
| Silicon-on-Sapphire sensing plate (11-02, R Plane) | FmSOS1010046S2FT05US | MTI Corporation              |
| (3-aminopropyl) triethoxysilane                    | 440140               | Sigma-Aldrich                |
| bis(sulfosuccinimidyl)suberate                     | S5799                | Sigma-Aldrich                |
| Pierce 16% Formaldehyde (w/v), Methanol-free       | 28908                | Thermo Fisher                |
| Dynabeads Protein G for Immunoprecipitation        | 10003D               | Thermo Fisher                |
| Cytokine Array C1 kit                              | AAM-CYT-1-8          | Raybiotech                   |
| Hieff qPCR SYBR Green Master Mix                   | 11204ES08            | Yeansen                      |
| <b>Software and Algorithms</b>                     |                      |                              |
| Xcalibur (v4.4)                                    |                      | Thermo Fisher                |
| Proteowizard (v3.0)                                |                      |                              |
| R (v4.2.1)                                         |                      |                              |
| XCMS package (v3.22.0)                             |                      |                              |
| Biotreedb MS2 database (v2)                        |                      | Gene Denovo<br>Biotechnology |
| Ropls package (v1.32.0)                            |                      |                              |
| Mesap package (v0.99.0)                            |                      |                              |
| HISAT (v2.2.1)                                     |                      |                              |
| Featurecounts (v2.0.1)                             |                      |                              |
| Limma v3.56.1                                      |                      |                              |
| Gseabase (v1.62.0)                                 |                      |                              |
| Clusterprofiler (v4.8.1)                           |                      |                              |
| Trim-Galore (version 0.6.10)                       |                      |                              |
| Bowtie2 (version 2.5.1)                            |                      |                              |
| MACS2 (version 2.2.6)                              |                      |                              |

| Sambamba (version 1.01)     |                          |                         |
|-----------------------------|--------------------------|-------------------------|
| HOMER (version 4.10.4)      |                          |                         |
| Integrative Genomics Viewer |                          |                         |
| DeepTools (version 3.4.1)   |                          |                         |
| DESeq2                      |                          |                         |
| Flow Jo (v.10.0.7)          |                          | Becton Dickinson        |
| Prism 9                     |                          | Graphpad                |
| Seurat R package (v2.6)     |                          |                         |
| <b>Mice and Others</b>      |                          |                         |
| C57BL6J mice                |                          | Gempharmatech           |
| RAW 264.7 cell              | CL-0190                  | Procell                 |
| Lenticrispr v2 plasmid      | 52961                    | Addgene                 |
| Control diet                | D12450J                  | Research Diets          |
| High fat diet               | D12492                   | Research Diets          |
| <b>Oligos</b>               |                          |                         |
| Primers                     | Fw                       | Rv                      |
| <i>Cd36</i>                 | GGACATTGAGATTCTTTTCCTCTG | GCAAAGGCATTGGCTGGAAGAAC |
| <i>Nche1</i>                | CGGTATTTCTGGAGACAGTGCTG  | GGTGTGTTGAAGTCCAAAGCCTG |
| <i>Cebpb</i>                | CAACCTGGAGACGCAGCACAAG   | GCTTGAACAAGTTCCGCAGGGT  |
| <i>Gapdh</i>                | CATCACTGCCACCCAGAAGACTG  | ATGCCAGTGAGCTTCCCGTTCAG |
| <i>Cd36</i> _ChIP           |                          |                         |
| P1                          | ACTTCCCAGATTCAGATGGAGC   | AGGCAATCGCTCTAACAGGC    |
| P2                          | ACCCCATGCTGCTCTGCTAT     | ACAGAGCATTGGGAGTTCCTC   |
| P3                          | AGCATATTGGGTGCTGACCA     | CCAGGTAATCCCACTCCGT     |
| <b>gRNA</b>                 |                          |                         |
| <i>Cebpb</i>                | GCTGCTTGAACAAGTTCCGC     |                         |

How the deposited data were processed for this re-analysis (not part of the article)

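Livers of HFD-fed male mice that received vehicle or esculetin were profiled by RNA sequencing in 6 libraries, 3 per group, each from 2 mice. The authors aligned the reads to GRCm39 with HISAT 2.2.1, counted them per gene with featureCounts and deposited whole-number counts that are not normalized. The annotation release, the strandedness and the treatment of reads that map to several genes are not named in the paper's text, so values of genes with near-identical paralogs, such as Cyp2a4 and Cyp2a5, Gstm1 and its neighbours, or the Ces1 and Ugt2b families, and of overlapping or antisense genes, are uncertain. Libraries were assigned to groups and replicate numbers by their annotations. The annotations give 90 and 180 mg/kg/d for the same esculetin libraries. Results are placed only at sentences that speak of both doses, a rule fixed before the data were examined.

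Gene symbols, coordinates, exon lengths and GC content were taken from a GENCODE annotation of GRCm39, which held 54749 of the 55357 gene identifiers. The total counts per library lay between 27957713 and 34920922. Replicate pairs of a group differed by 26.9 or more in chi-square per gene, where sampling noise alone gives about 1, so no library was a copy of another. Genes were kept with edgeR's filterByExpr, counts were normalized with TMM, and groups were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. Standard errors are the log2 fold change divided by the square root of the F statistic. A gene was called with an unadjusted p-value under 0.05 and a fold change over 1.5. These are the thresholds of the paper, whose text does not say whether its p-value was adjusted. The number with a Benjamini-Hochberg adjusted p-value under 0.05 was also counted. CPM values are normalized by TMM. Gene sets were compared with camera of limma 3.58.1 on log2 CPM (prior count 2) with an inter-gene correlation of 0.01, for sets with at least 5 genes tested. The Reactome set came with the fgsea 1.28.0 package, and its Entrez identifiers were matched through gene symbols from an NCBI gene table of GRCm38, which was used for names only. The apoptosis set of Figure S1E and the TRRUST sets used in the paper were not used here.

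The genes named singly were chosen by a rule written before the data were examined. They are the liver genes named in the paper, with those of Figure S1D named where the unadjusted p-value was under 0.05, 7 genes that the paper names for macrophages, and the 5 higher and 5 lower genes with the smallest p-values among those with a fold change over 1.5, a mean of at least 1 CPM and groups that did not overlap. Bbc3, Ptgis, Cyp2a4, the genes of low count in the list, Xist and the Y-linked genes were named after their values were seen.

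The alternatives were DESeq2 1.42.0, limma-voom, limma with trend, DESeq2 size factors, total counts, no filter, at least 10 counts in every library, each library left out, the replicate number as a block, other fold-change thresholds, and other set tests and principal component settings. A spline correction for exon length and GC content (5 degrees of freedom each), thinning of every library to the smallest total, and total counts in the comparison with Figure S1D were added after the data were seen. Both the gene test and the set test were tested on simulated data. The replicate numbers come from the annotations and refer to different mice.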

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

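The test of Cyp2a4 against its paralog, that of female tissue and that of the cytochrome P450 genes were chosen only after the values concerned were seen. With 3 libraries against 3, the real grouping is 1 of 10 splits, so no count of splits can exclude chance.

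The paper discusses apoptosis-related genes and a few named genes in the liver. Outside these, 6 genes were higher with esculetin with an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and each was higher in 3 of 3 esculetin libraries than in any vehicle library. The log2 fold changes were 1.74 for Cyp2a5 (adjusted p = 0.000267), 1.53 for Depp1 (adjusted p = 0.00181), 0.82 for Ces1g (adjusted p = 0.00541), 1.45 for Gstm1 (adjusted p = 0.00669), 0.60 for Ugt2b35 (adjusted p = 0.0291) and 4.69 for Cyp2a4 (adjusted p = 0.0498). Cyp2a5 rose from 379 ± 40.5 to 1270 ± 114 CPM and Gstm1 from 369 ± 66.8 to 1010 ± 151 (mean ± SD, n = 3). Over the alternatives that used all 6 libraries and tested the gene, their unadjusted p-values stayed at or under 0.00202, the largest being that of Cyp2a4. With at least 10 counts in every library Cyp2a4 was not tested, and 5 of the 6 genes passed. A difference in library size was tested by thinning every library to the smallest total, after which 6 genes passed, the same 6. After the correction for exon length and GC content 6 genes passed, again the same 6. Among the 4 splits of the libraries that part all same-numbered pairs, 1 split, the real one, gave as many genes, and each of the other splits of all 10 gave 0 genes. This count could not have excluded chance whatever it had given, so it adds nothing to the adjusted p-values above. With limma-voom 5 of the 6 genes passed, without Cyp2a4 (adjusted p = 0.176), and when 1 library was left out between 2 and 6 of them did.

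Cyp2a4 and Cyp2a5 are near-identical paralogs. Cyp2a4 had 0.217 ± 0.176 CPM with vehicle and 5.62 ± 3.07 with esculetin (mean ± SD, n = 3). Had its reads been a fixed share of those of Cyp2a5, the percent would have stayed the same, but the mean percent was 8.38 times higher with esculetin, and every esculetin library was above every vehicle library. A fixed share does not account for the rise of Cyp2a4. How reads of the other paralog families were assigned was not tested. A response of drug-metabolizing genes to esculetin may underlie the 6 genes apart from Depp1, which is not a drug-metabolizing gene. This is a hypothesis that the 6 genes left after thinning to equal library size do not go against. The splits of 3 against 3 libraries cannot exclude chance.

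Of 16 gene sets tested that were written before the data were examined, 4 were higher with esculetin with an adjusted p-value under 0.05 (camera, Benjamini-Hochberg adjustment over the sets). The mean log2 fold change was 1.73 for 8 female-biased liver genes (8 higher, adjusted p = 1.85e-05), 0.41 for 15 targets of AhR and NRF2 (10 higher, adjusted p = 0.00237), 0.38 for 15 genes of endoplasmic reticulum stress (14 higher, adjusted p = 0.00453) and 0.38 for 16 targets of PPAR alpha (14 higher, adjusted p = 0.0199). In the same order, the medians were 1.45, 0.11, 0.25 and 0.27, so the mean of the AhR and NRF2 targets rests on a part of its genes. Gstm1, among the 6 genes above, belongs to the AhR and NRF2 targets, and Cyp2a4 to the female-biased genes. With 1 library left out, the unadjusted p-value rose to as much as 0.0554 for endoplasmic reticulum stress, without vehicle replicate 1, and to as much as 0.150 for PPAR alpha, which was over 0.05 in 3 of the 6 fits. A further 2 sets were lower. Of 18 female-biased genes listed, 8 were tested. A gene with few vehicle counts could pass the filter because it rose with esculetin, so the 8 higher genes may partly reflect the filter. Without the filter the unadjusted p-value of the female-biased set was 0.000115, against 2.32e-06 with it (camera). Of the 4 splits that part all same-numbered pairs, 2 gave as many as 6 sets, and of all 10 splits 4 did, with up to 9 sets. The count of sets is therefore not particular to the treatment. With the correlation between genes estimated from the data 0 sets had an adjusted p-value under 0.05 (of the named sets, the AhR and NRF2 targets alone kept an unadjusted p-value under it), and with fry 1 set did. The sets left after thinning were 6, and after the correction for exon length and GC content 6, so neither library size nor these biases account for them. Genes of a set that vary together between libraries are a candidate explanation. The fall from 6 sets to 0 cannot decide this, because estimating that correlation also lowers the degrees of freedom of the test.

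The female-biased genes rose while 15 male-biased liver genes were lower (mean log2 fold change -0.45, 0 of 15 higher). Female mice in the esculetin pools were tested with Y-linked genes and Xist. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty together had 95.5% of the vehicle level in the esculetin libraries. Xist had 0.240 ± 0.146 CPM with vehicle and 0.137 ± 0.131 with esculetin (mean ± SD, n = 3), so it was not higher. Female tissue does not account for the pattern. Of the female-biased genes tested, 4 were outside the cytochrome P450 family, fewer than the 5 needed for a set test. All 4 were higher with esculetin, with a mean log2 fold change of 1.00. The male-biased set without its cytochrome P450 genes had a p-value of 0.00102 in limma's camera test, with 0 of 10 genes higher. Reads shared within that family do not account for these genes, while the female-biased set without the family was not tested. After the correction for exon length and GC content the p-value of the male-biased set was 5.65e-06. A male-biased p-value as small was found in 2 of the 4 splits that part all same-numbered pairs and in 4 of all 10 splits. A female-biased p-value as small was found in 1 of all 10 splits, the real one, which is the smallest count possible. The lower male-biased genes cannot be told apart from a chance split of the libraries, and for the female-biased genes the splits cannot exclude chance.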

How the results depend on the processing

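The alternatives named in the processing summary were fixed before the data were examined, except for the correction for exon length and GC content, thinning to the smallest total and total counts in the comparison with Figure S1D, which were added after the data were seen. The cause of the changes below was not tested.

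The number of genes past the thresholds of the paper was 452 and lay within 1.5 times of it with DESeq2, limma-voom, limma with trend, both other normalizations, at least 10 counts in every library, the correction and thinning. It was 776 without the filter, 1711 without a fold-change threshold and 217 with a fold change over 2, and it lay between 411 and 588 in the 6 fits that each left out 1 library. The share of higher genes among those called was 43.8%, and 38.9% with total counts. It lay between 34.9% and 49.7% when 1 library was left out. Without a fold-change threshold, 943 of the 1711 genes were higher, so that the higher genes were then the larger part. The number of genes with an adjusted p-value under 0.05 was 6, and it was 184 with DESeq2 (128 higher, 56 lower) and 477 without the filter (296 higher, 181 lower), both of which included the same 6 genes. It lay between 2 and 45 when 1 library was left out. This number depends on the test and the filter.

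Of the apoptosis-related genes of Figure S1D, 0 passed both thresholds, with 2 at an unadjusted p-value under 0.05. Without the filter 2 passed, Bbc3 and Il6, and between 0 and 2 passed when 1 library was left out, from Bbc3, Bcl2l1 and Ptgis. The number at an unadjusted p-value under 0.05 was 3 with DESeq2 and with total counts, 4 after the correction for exon length and GC content and 6 without the filter, and lay between 2 and 7 when 1 library was left out. Of the list, Bcl2l1 alone had an adjusted p-value under 0.05, with DESeq2 (0.0269) and without the filter (0.00360). With the other alternatives on all 6 libraries it lay between 0.157 and 0.276. The p-value of this list as a set lay between 0.139 and 0.431 with all libraries, and between 0.201 and 0.667 when 1 library was left out. That of the Reactome apoptosis set was 0.00687 with fry and stayed over 0.05 otherwise, between 0.135 and 0.228 when 1 library was left out. The number of other gene sets with an adjusted p-value under 0.05 was 6, 0 with the correlation between genes estimated, 1 with fry, and between 5 and 7 when 1 library was left out. The female-biased set had too few genes for a test with at least 10 counts in every library.

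The replicate numbers refer to different mice, and the deviations of same-numbered libraries from their group means had a correlation of -0.026, so the numbers do not pair the libraries. With the replicate block, 399 genes passed the thresholds of the paper, 15 had an adjusted p-value under 0.05, and 1 apoptosis-related gene, Bbc3, passed. These 15 included 4 of the 6 genes, without Ugt2b35 (adjusted p = 0.0699) and Cyp2a4 (adjusted p = 0.0657). With the block 4 apoptosis-related genes had an unadjusted p-value under 0.05, and 5 with the block and the correction together. The log2 fold change of Cebpd was 0.57 with the block, with an unadjusted p-value of 0.0613. With the replicate block and the correction together, 16 genes had an adjusted p-value under 0.05, and the log2 fold changes of Cebpd and Apoa1 were 0.55 and -0.011. The unadjusted p-value of Cebpd was then 0.0659. With the block the p-values of the list of Figure S1D and of the Reactome set were 0.412 and 0.147, and 6 other gene sets had an adjusted p-value under 0.05.

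Cebpb and Cyp7b1 kept their direction and an unadjusted p-value under 0.05 with all 6 libraries. The adjusted p-value of Cebpb was 0.0112 with DESeq2 and 5.67e-05 without the filter. That of Cyp7b1 was 0.299 with DESeq2 and 8.97e-08 without the filter. With the other alternatives on all 6 libraries the adjusted p-values of these genes stayed over 0.05. The log2 fold changes of Cebpb and Cyp7b1 lay between 0.47 and 0.73 and between -1.07 and -0.61 when 1 library was left out. Cebpd was no longer under an unadjusted p-value of 0.05 with limma-voom (0.566), limma with trend (0.566) and after thinning (0.584), where the values are log2 fold changes, nor with the block as given above, and it lay between 0.30 and 0.82 when 1 library was left out. The log2 fold change of Cyp7a1 was -0.26 without the filter, with an unadjusted p-value of 0.0376, and lay between -0.54 and 0.052 when 1 library was left out. Apoa1, at 0.014, changed sign with total counts (-0.0077) and after the correction (-0.012), and lay between -0.056 and 0.071 when 1 library was left out. Fabp4, at 0.012, changed sign with total counts (-0.0060), and lay between -0.15 and 0.17 when 1 library was left out. Nceh1 lay between -0.059 and 0.32 and Pparg between -0.0070 and 0.56 in these fits. Of the 6 other gene sets with an adjusted p-value under 0.05, 5 had an unadjusted p-value over 0.05 under at least 1 alternative, and the AhR and NRF2 targets did not.

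The share of the total sum of squares that lies between the groups was 26.7%. It was 29.4% for the 500 most variable genes, centred only, and between 29.5% and 32.6% when 1 library was left out. The correlation with the 180 mg/kg/d panel of Figure S1D was 0.969, and 0.991 with total counts. The depth limits the genes of low count, such as Cidea, Gata5, Cxcr3 and Il6.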

Other observations

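The test on Cyp7b1 and those on the dose panels were chosen only after the values concerned were seen.

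The annotations give both 90 and 180 mg/kg/d for the esculetin libraries. Figure S1D draws 1 heatmap per dose. The colours of each panel were turned into z-scores through its colour key and compared over 46 genes with the z-scores of the libraries, taking the best of the 36 orders of libraries within groups. The correlation was 0.969 for the 180 mg/kg/d panel, with the libraries in the order in which they were deposited, and 0.103 for the 90 mg/kg/d panel. Of 1000 random assignments of genes to rows, 0 reached the first value and 261 reached the second. The correlations run across genes and libraries, which are not independent replicates. The values of the libraries thus followed the 180 mg/kg/d panel and not the 90 mg/kg/d panel. The columns of the deposited counts are also named for 180 mg/kg/d. The treatment field, which gives 90 mg/kg/d, differs from both, and the assignment of samples was left as it was.

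The paper reports, for livers at 90 mg/kg/d, higher Cyp7b1 and unchanged Cyp7a1 (Figure 1I), unchanged Apoa1 (Figure S2H) and higher Cebpb and Cebpd (Figure S5C). The values here belong to the esculetin libraries described above. Cyp7b1 had 416 ± 129 CPM with vehicle and 233 ± 67.4 with esculetin (mean ± SD, n = 3), a log2 fold change of -0.83 (standard error 0.25, adjusted p = 0.255, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the groups overlapped. Cyp7a1 had 205 ± 83.2 and 169.9 ± 47.2 CPM (log2 fold change -0.27, adjusted p = 0.755, same test). Apoa1 had 8871 ± 796 and 8958 ± 638 CPM (log2 fold change 0.014, adjusted p = 0.973, same test). Cebpb had 30.3 ± 5.36 and 45.8 ± 7.01 CPM (log2 fold change 0.60, adjusted p = 0.175, same test), and its groups did not overlap. Cebpd had 3.32 ± 0.558 and 5.10 ± 1.82 CPM (log2 fold change 0.62, adjusted p = 0.393, same test). By the thresholds of the paper, Cebpb (unadjusted p = 0.00211, fold change 1.51) and Cebpd (0.0395, 1.54) were called higher in that test. Both lay close to the fold-change threshold. Cyp7b1 (unadjusted p = 0.00850, fold change 1.78) was called lower, opposite to the direction the paper reports at 90 mg/kg/d. Cyp7a1 and Apoa1 were not called. A difference between the doses was not tested, since libraries at another dose were not analysed here.

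Cyp7b1 was listed among the male-biased liver genes before the data were examined. Without it the p-value of the male-biased set was 9.06e-05 in limma's camera test, with 0 of the remaining 14 genes higher, so the lower Cyp7b1 may belong to that pattern, which itself cannot be told apart from chance.

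Cholesterol synthesis genes were lower in the esculetin libraries. Of 22 genes, 20 were lower, with a mean log2 fold change of -0.37 (adjusted p = 9.89e-06 over 16 sets, camera). The p-value was 1.56e-07 after the correction for exon length and GC content, and at most 0.00109 with 1 library left out. It was 0.231 with the correlation between genes estimated and 0.139 with fry. A p-value as small was found in 1 of the 4 splits that part all same-numbered pairs, the real one, but in 3 of all 10 splits. The other 6 splits part 1 pair each. The pattern cannot be told apart from chance.

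As many genes past the thresholds of the paper as in the real grouping, 452, were found in 1 of the 4 splits that part all same-numbered pairs, and the other splits gave 156 to 293 genes. As many apoptosis-related genes with an unadjusted p-value under 0.05 as in the real grouping were found in 4 of these 4 splits, and in 8 of all 10. The log2 fold change had a rank correlation of -0.16 with exon length across genes, which are not independent replicates. A correlation as large in size was found in 1 of the 4 splits, and the other splits gave up to 0.115. Such a relation may come from the quality of the RNA, which was not measured here. After the correction for exon length and GC content, 437 genes passed the thresholds.

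The first 2 principal components held 28.0% and 20.0% of the variance, and the first component separated the groups, with scores of -62.3, -58.4 and -39.8 for the vehicle libraries and 95.0, 42.2 and 23.2 for the esculetin libraries. The share of the total sum of squares between groups was 26.7% (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 libraries allow).

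Lower genes chosen by the rule were Fabp5 (log2 fold change -1.23, adjusted p = 0.0629), Gria3 (-1.78, adjusted p = 0.105), Pde4b (-0.94, adjusted p = 0.114), Rnf43 (-0.78, adjusted p = 0.117) and Sort1 (-0.69, adjusted p = 0.132), all from edgeR's quasi-likelihood test. Groups did not overlap in 17.4% of the 14433 genes, where chance gives 10%. Genes that the paper names for macrophages were close to 0 in the liver, with log2 fold changes of 0.11 for Cd36, 0.18 for Nceh1, -0.10 for Abca1, 0.10 for Slc27a4, 0.012 for Fabp4, 0.066 for Nr1h3 and 0.30 for Pparg, none with an unadjusted p-value under 0.05 in that test. Marker genes of Kupffer cells, leukocytes, blood cells, bile duct cells and stellate cells, listed before the data were examined, gave no set with an adjusted p-value under 0.05.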
